# Elucidation of the molecular responses to waterlogging in Jatropha roots by transcriptome profiling

**DOI:** 10.3389/fpls.2014.00658

**Published:** 2014-12-02

**Authors:** Piyada Juntawong, Anchalee Sirikhachornkit, Rachaneeporn Pimjan, Chutima Sonthirod, Duangjai Sangsrakru, Thippawan Yoocha, Sithichoke Tangphatsornruang, Peerasak Srinives

**Keywords:** *Jatropha curcas*, genomics, low oxygen, ERFs, transcriptional control, RNA-seq

## Abstract

Jatropha (*Jatropha curcas*) is a promising oil-seed crop for biodiesel production. However, the species is highly sensitive to waterlogging, which can result in stunted growth and yield loss. To date, the molecular mechanisms underlying the responses to waterlogging in Jatropha remain elusive. Here, the transcriptome adjustment of Jatropha roots to waterlogging was examined by high-throughput RNA-sequencing (RNA-seq). The results indicated that 24 h of waterlogging caused significant changes in mRNA abundance of 1968 genes. Comprehensive gene ontology and functional enrichment analysis of root transcriptome revealed that waterlogging promoted responses to hypoxia and anaerobic respiration. On the other hand, the stress inhibited carbohydrate synthesis, cell wall biogenesis, and growth. The results also highlighted the roles of ethylene, nitrate, and nitric oxide in waterlogging acclimation. In addition, transcriptome profiling identified 85 waterlogging-induced transcription factors including members of AP2/ERF, MYB, and WRKY families implying that reprogramming of gene expression is a vital mechanism for waterlogging acclimation. Comparative analysis of differentially regulated transcripts in response to waterlogging among Arabidopsis, gray poplar, Jatropha, and rice further revealed not only conserved but species-specific regulation. Our findings unraveled the molecular responses to waterlogging in Jatropha and provided new perspectives for developing a waterlogging tolerant cultivar in the future.

## Introduction

Waterlogging is an adverse abiotic stress that can heavily damage crop production worldwide. The condition can be defined as the saturation of soils with water. Waterlogging occurs during the heavy rainy season in lowland areas, including Thailand. Due to the limited diffusion of gas under water, waterlogging creates low oxygen (hypoxia) environments in the root areas, causing a shortage of ATP from the inhibition of oxidative phosphorylation. Upon experiencing long-term waterlogging stress (WS), stomatal closure can lead to impaired root hydraulic conductivity, thereby reducing the photosynthetic rate and the nutrient and water uptake of the plant.

*Jatropha curcas* (common names: Jatropha, physic nut, and purging nut) is a promising crop for the generation of biodiesel. Jatropha seeds contain between 40 and 50% of high quality oil (Basha and Sujatha, 2009). Based on dominant marker analysis among worldwide populations, Jatropha possesses a narrow genetic base (Popluechai et al., 2009). Indigenous to South America, Jatropha is drought tolerant, however, the species is highly sensitive to waterlogging. Gimeno et al. (2012) reported that 10 days of waterlogging caused an approximately 30% reduction in Jatropha biomass. Moreover, a decrease in leaf photosynthetic rate and a decline in carbohydrate concentration in both leaves and roots were observed in waterlogged Jatropha (Gimeno et al., 2012). Despite these lines of evidence, the molecular mechanism underlying the waterlogging response in Jatropha remains unknown.

In recent years, studies in Arabidopsis (*Arabidopsis thaliana*), gray poplar (*Populus × canescens*), cotton (*Gossypium hirsutum*), and rice (*Oryza sativa*) have revealed that low oxygen can cause drastic changes in transcription, translation, and metabolite levels (Branco-Price et al., 2008; Kreuzwieser et al., 2009; Mustroph et al., 2009; Narsai et al., 2009; Christianson et al., 2010; Lee et al., 2011; Juntawong et al., 2014). The low oxygen condition results in limited ATP production and negatively affects cellular energy status. Therefore, a key feature for the acclimation to low oxygen environment is to activate genes encoding proteins and enzymes for anaerobic fermentation, glycolysis, transcription factors, and signaling pathways in order to allow biological and physiological adjustments to the low oxygen conditions (Bailey-Serres et al., 2012). While several published studies of model plants have provided some fundamental clues, quite a few studies were performed in hypoxic chambers, in which the entire plants were subjected to low oxygen conditions, grown on artificial media, or subjected to complete darkness. These conditions would not imitate the impact observed in plants exposed to soil waterlogging. Recently, high-throughput sequencing technology has been used as a powerful tool for genomic analysis in both model and non-model species. This method can provide quantitative descriptions of gene expression at the genome-scale level, accompanying high accuracy, low background noise, and large dynamic ranges. High-throughput transcriptome analysis could help provide a basic understanding of the molecular responses to waterlogging in Jatropha.

The goal of this study is to provide new insights into the molecular responses of Jatropha to waterlogging. Here, we profiled transcriptome changes in Jatropha roots subjected to 24 h of waterlogging, using high-throughput sequencing by the Ion Proton platform. Bioinformatic analysis of transcriptome data was performed to allow identification and functional annotation of differentially expressed genes (DEGs). Additionally, we comparatively analyzed waterlogging transcriptomes from Arabidopsis, Jatropha, gray poplar and rice to identify conserved and species-specific responses. Lastly, we discussed the use of genetic engineering to target some candidate genes for generation of waterlogging-tolerant Jatropha.

## Materials and methods

### Plant materials and stress conditions

*Jatropha curcas* seeds (cv. “Chai Nat”—a Thai local variety) were germinated in soil containing 50% (v/v) peat moss, 25% (v/v) perlite, and 25% (v/v) coconut fiber with a daily water supply. Plants were grown outdoors between July and August of 2013 and 2014 at Kasetsart University, Bang Khen campus. Thirty day-old, six-leaf-stage plants were used in the waterlogging treatment. In brief, plant pots were placed in plastic containers filled with tap water. The level of water was set at 3 cm above the soil. WS began at mid-day and continued for 24 h. For the control, non-treated plants were placed in a container with no water. Root tissue was harvested at the end of the treatment, immediately placed in liquid nitrogen, ground into a fine powder, and kept at −80°C.

### RNA extraction, library preparation, and sequencing

Total RNA was extracted with TRIzol reagent (Invitrogen), according to the manufacturer's protocol. Total RNA samples were subjected to DNase treatment and RNA cleanup by a GF-1 RNA extraction kit (Vivantis). Poly(A)^+^ mRNAs were isolated from the total RNAs by using an Absolutely mRNA purification kit (Agilent). Jatropha mRNA (200 ng) was used to construct a sequencing library, by using a Ion Total RNA seq kit (Life Technologies). For each treatment, two independent biological replicates were sequenced on a Ion Proton sequencer (Life Technologies). FASTQ files were obtained with the base caller provided by the instrument and subjected to quality control filtering and 3′end trimming using the FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html) included in the Torrent Suite™ Software (Life Technologies). The preprocessed reads with a minimum of 35 nt and a quality value of 17, were deposited in the NCBI GEO database under the accession number GSE57428.

### Transcriptome analysis

FASTQ reads were mapped to the *J. curcas* genome release 4.5, downloaded from http://www.kazusa.or.jp/jatropha/ (Sato et al., 2011; Hirakawa et al., 2012) with TMAP mapping program (https://github.com/iontorrent/TMAP), using the default settings and “mapall” command. A binary format of sequence alignment files (BAM) was generated and subsequently used to create read count tables using HTseq library (Anders et al., 2014) for differential gene expression analysis. Statistical analysis of DEGs was calculated in the R environment (R Development Core Team, 2005), by using a generalized linear model (GLM) approach from the edgeR package (Robinson et al., 2010). Genes with the count per million (CPM) values ≥ 1 in at least two library samples were included in this analysis (Supplementary Table S1). In brief, the calcNormFactors function was applied for data normalization using the trimmed mean of M-values (TMM) method. Subsequently, the GLMTagwiseDisp function was used to generate the estimated tagwise dispersion. Next, the glmFit function was applied to fit the negative binomial GLM for each tag. Finally, the glmLTR function was applied to carry out the likelihood ratio test. Significant DEGs were filtered, based on false discovery values (FDR < 0.05).

Assignment of the DEGs into functional bins and the creation of a mapping file from the Jatropha genome were performed using the Mercator pipeline for automated sequence annotation (Lohse et al., 2013). The inputs for the Mercator were Jatropha protein sequences supplied by http://www.kazusa.or.jp/jatropha/. This analysis was performed with a blast score cutoff > 80. For visualization, the MapMan (Thimm et al., 2004) and the PageMan (Usadel et al., 2006) programs were used.

Gene ontology (GO) enrichment analysis was performed in the R environment. Firstly, the GO terms for each gene were derived from homology searching of plant protein databases using GOANNA with an *e*-value cutoff < E^−10^ (McCarthy et al., 2006). Subsequently, a gene annotation file was generated. GO term enrichment analysis in up or down regulated DEGs was performed by the GOHyperGALL function (Horan et al., 2008). Significant GO terms were filtered based on the adjusted *p*-value < 0.05.

### Identification of Jatropha AP2/ERF genes

For mining of AP2/ERF genes from the Jatropha genome, the hidden Markov model (HMM) profile of the AP2/ERF superfamily was extracted from the Pfam and used to search Jatropha protein sequences.

To perform phylogenetic analysis comparing Jatropha and Arabidopsis AP2/ERF genes, the amino acid sequences of the Arabidopsis AP2/ERF genes were downloaded from the TAIR database (http://www.arabidopsis.org/). A multiple alignment was performed using the MUSCLE alignment in the MEGA5 software (Tamura et al., 2011). A phylogenetic tree of AP2/ERF genes was constructed by the Neighbor Joining method, with a bootstrap number set to 1000 replicates. A list of predicted Jatropha AP2/ERF genes can be found in Supplementary Table S2.

### Quantitative real-time PCR

cDNA was synthesized from 1.2 μg of total RNAs using oligo(dT)20 and superscript III reverse transcriptase (Invitrogen), according to the manufacturer's protocol. Real-time PCR was assayed in a 20 μL reaction, containing KAPA SYBR FAST qPCR master mix (KAPABIOSYSTEMS) using the Stratagene Mx3000P real-time PCR system (Agilent Technologies). Amplification specificity was validated by melt-curve analysis at the end of each PCR experiment. Relative gene expression was calculated using the comparative ΔΔcT method (Livak and Schmittgen, 2001). *Ubiquitin protein* (*UBC; Jcr4S00238.120*) was used as a normalization control. Primer sequences and annealing temperatures were listed in Supplementary Table S3.

### Analysis of publicly available microarray data

Publicly available microarrays were downloaded from the Gene Expression Omnibus (GEO) database (details listed in Supplementary Table S4). Microarray data were normalized using the Robust Multi-chip Average (RMA) method. Differential expression analysis was performed on RMA-normalized data. False discovery rates (FDR) for significant differences between genes in each comparison were generated using *p*-value distributions (Smyth, 2004). For each comparison, DEGs were selected based on criteria of FDR < 0.05 and the absolute values of log_2_ fold change (logFC) ≥ 1.

### Ortholog identification

Orthologs among Jatropha, Arabidopsis, rice, and poplar were identified based on protein sequence homology using ORTHOMCL (OMCL) version 1.4 (Li et al., 2003). The inflate number used to perform this analysis was set to 1.2. Protein sequences used in this step were downloaded from Jatropha, Arabidopsis, rice, and poplar genome databases (ftp://ftp.kazusa.or.jp/pub/jatropha/JAT_r4.5.aa.gz, ftp://ftp.arabidopsis.org/home/tair/Sequences/blast_datasets/TAIR10_blastsets/TAIR10_pep_20110103_representative_gene_model_updated, ftp://ftp.jgi-psf.org/pub/compgen/phytozome/v9.0/Osativa/annotation/Osativa_204_protein_primaryTranscriptOnly.fa.gz, and ftp://ftp.jgi-psf.org/pub/compgen/phytozome/v9.0/Ptrichocarpa/annotation/Ptrichocarpa_210_protein_primaryTranscriptOnly.fa.gz, respectively). A list of OMCL clusters can be found in Supplementary Table S5.

### Analysis of leaf chlorophyll content

Chlorophyll content was measured using the atLEAF+ chlorophyll meter (FT Green LLC, Wilmington, DE). The youngest fully expanded leaves of approximately 30 day-old plants were measured three times and the averages were used in subsequence analysis. Six plants were analyzed for each time point. The total chlorophyll content of the leaves was obtained by converting the atLEAF+ values in SPAD using an online webtool: http://www.atleaf.com/SPAD.aspx.

### Carbohydrate assay

One hundred mg of frozen root tissue was used to quantify the total carbohydrate content using a method described by Sadasivam and Manickam (2007). Non-structural carbohydrates were extracted and hydrolyzed by adding 5 mL of 2.5 N HCl and incubated in a boiling water bath for 3 h. The extract was neutralized by adding 0.75 g of Na_2_CO_3_. The anthrone method was used to determine total carbohydrate content relative to a standard series of glucose. In brief, the extract (300 μL) and distilled water (700 μL) were mixed with 4 mL of 0.14% (w/v) anthrone solution in 95% H_2_SO_4_, incubated in a boiling water bath for 8 min, and rapidly cooled on ice. The absorbance was quantified at 630 nm.

## Results

### Waterlogging stress triggered transcriptome readjustment in Jatropha roots

In our observation, we found that long-term waterlogging in young Jatropha seedlings resulted in leaf chlorosis (Supplementary Figure S1A) and reduction of total root carbohydrate content (Supplementary Figure S1B). To determine the molecular responses of Jatropha to waterlogging, six-leaf-stage plants (30-days old) were tested by applying 24 h of waterlogging. First, we examined the response of Jatropha leaves and roots to waterlogging by using the semi-quantitative reverse-transcription PCR. We found waterlogging induced the expression of low oxygen responsive marker genes, *alcohol dehydrogenases* (*ADHs*) and *pyruvate decarboxylase* (*PDC*) in roots, but not in leaves (Supplementary Figure S2). Therefore, our transcriptome analysis was focused only on the response in root organs.

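Roots of 30-day-old Jatropha plants were sampled after 24 h with the water level 3 cm above the soil (waterlogging, WS) or after 24 h without waterlogging (non-stress, NS), with 2 libraries per treatment that the paper describes as independent biological replicates. Poly(A) RNA was sequenced on an Ion Proton instrument, which reads DNA synthesis through released protons. The authors trimmed and filtered the reads, mapped them with TMAP to the Jatropha genome release named in their methods and counted reads per gene model with HTSeq. The summed counts were 6110438 and 1204502 for NS replicates 1 and 2, and 4143491 and 2531520 for WS replicates 1 and 2. A gene at 1 CPM (the paper's unit, a gene's share of the summed counts of its library) thus had 6.11 reads in the deepest library and 1.20 reads in the shallowest one. From these counts, the 17410 gene models with a CPM of at least 1 in at least 2 libraries were kept, scaled by the trimmed mean of M-values (TMM) and compared with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment and a threshold of 0.05. The filter, the scaling and the threshold are those of the paper, whereas the paper used the likelihood ratio test with tagwise dispersion. CPM values given for single genes are relative to the TMM-scaled library sizes, with the SD over the 2 libraries. In counts simulated from these libraries, the quasi-likelihood test called 84% of 50 genes changed 16-fold, 58% of 50 changed 8-fold, 16% of 50 changed 4-fold and 0% of 50 changed 2-fold, over 17410 genes. In the same simulation the likelihood ratio test called 84%, 56%, 8% and 0% of them. Of its calls 36.2% (42 genes) were unchanged genes, against 3.66% (3 genes) with the quasi-likelihood test. The simulation was a single draw in which only 200 genes were changed and the spread of a gene followed from its mean count. These shares therefore do not carry over to the genes called in the real data.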

To compare the effects of waterlogging on the Jatropha roots, we quantitatively profiled transcriptome from WS and non-stress (NS) samples. Over 4 million reads were obtained for each of the two independent biological replicates. 

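The deposited counts are reads assigned to gene models, which is a different quantity from the reads obtained. They summed to 6110438 and 4143491 in NS replicate 1 and WS replicate 1, but to 1204502 in NS replicate 2 and 2531520 in WS replicate 2, and the deepest library held 5.07 times the count of the shallowest one. Between 17351 (NS replicate 2) and 21708 (NS replicate 1) gene models had at least 1 read. The 10 most abundant genes took 5.08% to 7.94% of the counts of a library, so no library was dominated by a few transcripts. A count of 3, taken as the detection floor in a library, corresponded to 0.459 CPM in NS replicate 1, 2.27 CPM in NS replicate 2, 0.798 CPM in WS replicate 1 and 1.26 CPM in WS replicate 2.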

The majority of reads (93–96%) mapped to the Jatropha genome (Supplementary Figure S3A). Biological replicate transcriptome data were highly correlated as shown by Pearson's correlation coefficient of CPM values (*r* = 0.93 and 0.85 from NS and WS libraries, respectively; Supplementary Figure S3B). 

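Across the 17410 gene models tested, Pearson's r of CPM values was 0.928 between the NS libraries (95% bootstrap interval over genes 0.900 to 0.953) and 0.849 between the WS libraries (0.80 to 0.90). Genes are not independent replicates, so no p-value is given. Between an NS and a WS library, r ranged from 0.451 to 0.460. On the log2(CPM + 1) scale, where abundant transcripts weigh less, r was 0.874 for NS and 0.858 for WS, and 0.644 to 0.802 between treatments.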

A multi-dimension scaling plot of the gene expression data demonstrated that samples were clearly separated by treatments (Supplementary Figure S3C).

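The distance between 2 libraries was computed as the root mean square log2 difference of the 500 genes that differed most between them. It was 3.71 between the NS libraries and 4.07 between the WS libraries, and ranged from 4.65 (NS replicate 1 and WS replicate 2) to 6.13 (NS replicate 2 and WS replicate 1) for the 4 pairs of different treatments. Each distance between treatments was thus larger than both distances within treatments. The 4 libraries allow only 3 splits into pairs, so that no permutation test can give a two-sided p below 0.333.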

Transcriptome analysis identified 1968 DEGs with significant changes in expression evaluated by the false discovery rate (FDR < 0.05) (Supplementary Table S1). Of these, 931 genes (47%) were up-regulated and 1037 genes (53%) were down-regulated. 

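Waterlogging changed the level of 760 gene models at an adjusted p under 0.05 (edgeR, quasi-likelihood test), of which 427 were up-regulated and 333 were down-regulated. Jcr4S00105.140 and Jcr4S00478.30 were up-regulated and had no read in either NS library. Jcr4S00105.140, a model annotated as short with 1 coding exon on scaffold Jcr4S00105 from 76998 to 77222, had 203 and 388 reads in the WS libraries, which is at least 79.7-fold higher than a floor of 3 counts per NS library. Jcr4S00478.30, with 2 coding exons on scaffold Jcr4S00478 from 9135 to 9576, had 226 and 110 reads, at least 39.0-fold higher. Down-regulated genes included Jcr4S03322.10, which had 111 and 80 reads in the NS libraries and none in WS (at least 37.6-fold lower). Jcr4S00208.210, also down-regulated, had 165 and 31 reads in NS and none in WS (at least 23.6-fold lower). It lost its call (adjusted p = 0.062, quasi-likelihood test) at equal depth, where every library was thinned at random to the smallest library total. This was a single thinning that also lowers power, so a call lost at equal depth can reflect the draw. Without 1 library, the bound ranged from 39.6 (without WS replicate 2) to 237 (without NS replicate 2) for Jcr4S00105.140, with 47.9 without NS replicate 1 and 120 without WS replicate 1, and it was 23.5 or 116 without NS replicate 1 or 2 for Jcr4S00478.30 and 58.7 or 16.5 for Jcr4S03322.10. The rows of the supplementary tables at hand do not describe these IDs. With total library size in place of TMM, 361 genes were up-regulated and 433 were down-regulated, and the median log2 fold change of all genes was -0.22 in place of 0.01. No gene passed when NS replicate 1 or NS replicate 2 was left out, with lowest adjusted p-values of 0.102 and 0.110 and with 2926 and 1823 genes at an unadjusted p under 0.05, whereas 1179 passed without WS replicate 1 and 2186 without WS replicate 2. The likelihood ratio test of edgeR called 886 genes up-regulated and 1108 down-regulated. Since the fits without NS replicate 1 or NS replicate 2 called no gene, a call lost there does not set apart any gene named below.

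**Figure D1:**
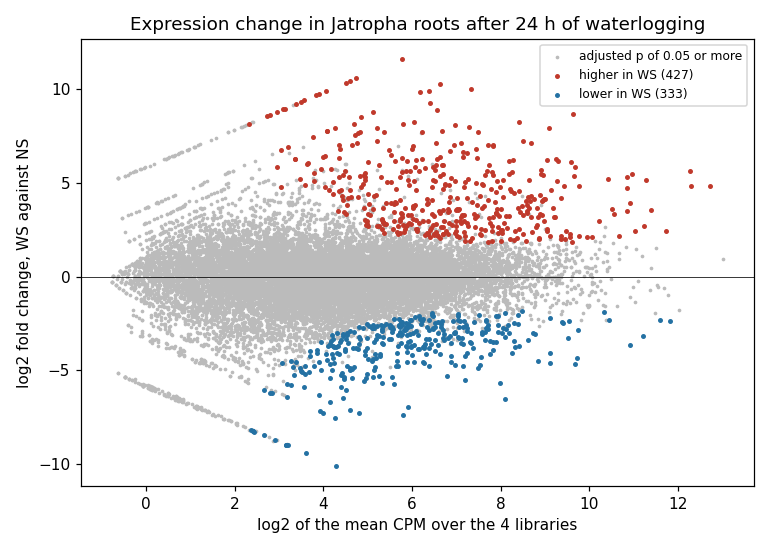
Log2 fold change (WS against NS) of the 17410 gene models tested, against log2 of their mean CPM over the 4 libraries. Each point is a gene model, with 427 up-regulated models in red, 333 down-regulated models in blue and the others in grey.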

Assignment of the DEGs to functional bins, using a well-established Mercator pipeline (Lohse et al., 2013), categorized the DEGs into 35 functional bins (Figure 1; Supplementary Table S1). Approximately 28% of the DEGs fell into a “not-assigned” bin. 

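The deposited gene models carry the notes short, partial, TE and pseudo, and 13802 of the 17410 models tested carry none. Of 1246 short models, 41 were up-regulated and 7 were down-regulated. Of 2197 partial models, 36 were up-regulated and 22 were down-regulated, of 667 transposable element models, 6 were up-regulated and 6 were down-regulated, and of 658 pseudo models, 9 were up-regulated and 2 were down-regulated. Models without a note made up 85.4% of the 760 genes called. Transposable element models were called less often than the others (odds ratio 0.392, adjusted p = 4.05e-04, two-sided Fisher's exact test over 5 kinds of model), as were pseudo models (odds ratio 0.363, adjusted p = 3.16e-04) and partial models (odds ratio 0.560, adjusted p = 3.26e-05). For short models the same test gave an odds ratio of 0.87 (adjusted p = 0.388). The kinds were not matched on expression, which also affects how often a gene is called, and genes are not independent replicates. The Mercator bins at hand cover 665 rows of Table S1, the first by gene ID among its 17410 genes. In these rows, 219 genes were not assigned, of which 35 carry a note. A model can carry several notes, and 21 were short, 17 partial, 10 pseudo and 2 transposable element. The paper's statement on such notes concerns not-assigned DEGs, whereas these 219 genes include those not called, and only 2 were called. Among them, Jcr4S00022.190, whose best Arabidopsis match is the BTB/POZ protein POB1, had a log2 fold change of 1.92 (standard error 0.45, adjusted p = 0.0456 from edgeR's quasi-likelihood test), a call that the likelihood ratio test did not make (adjusted p = 0.0575). Jcr4S00037.150, which has no match, had a log2 fold change of 2.51 (standard error 0.54, adjusted p = 0.0352 from the quasi-likelihood test). Neither gene passed when either NS library was left out (adjusted p from 0.212 to 0.404) or at equal depth (0.067 and 0.111), and the call of Jcr4S00022.190 was also lost with upper quartile scaling, total library size and a mean count of at least 10.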

Most of the genes in this bin were annotated as “short,” “partial,” and “transposable element (TE)” by Sato et al. (2011) and Hirakawa et al. (2012). Nevertheless, the genes that related to cell wall, secondary metabolism, hormone metabolism, stress, RNA, protein, signaling, and transport were abundant in the DEG dataset.

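In the 665 rows of Table S1 at hand, 16 genes were up-regulated, 6 were down-regulated and 643 did not pass the quasi-likelihood test of edgeR. By Mercator bin, 3 of 10 genes of secondary metabolism rose, and none of the 10 genes of the cell wall, the 10 of hormone metabolism, the 15 receptor kinases or the 11 of biotic stress passed. Since 643 of the 665 genes did not pass, lists of this size can lack a call without differing from the rest. The likelihood ratio test, which the paper used, called 4 genes of secondary metabolism higher and 1 of the cell wall lower. It also called 2 receptor kinases lower, 1 gene of biotic stress higher and 1 lower, and none of hormone metabolism. Jcr4S00008.20, matching an NAD(P)-linked oxidoreductase of Arabidopsis, rose from 40.7 ± 22.7 CPM in NS to 746 ± 216 CPM in WS (SD, n = 2 each), a log2 fold change of 4.22 (standard error 0.58, adjusted p = 0.00599 from edgeR). Jcr4S00012.120, matching the cytochrome P450 CYP71B35, had a log2 fold change of 5.34 (standard error 0.90, adjusted p = 0.0134), and Jcr4S00002.20, matching a protein with cinnamoyl-CoA reductase activity, one of 4.27 (standard error 0.66, adjusted p = 0.00915). None of the 3 calls was kept without NS replicate 1 or NS replicate 2 (adjusted p from 0.111 to 0.224), and those of Jcr4S00012.120 and Jcr4S00002.20 were lost at equal depth (adjusted p = 0.0532 and 0.0510). The log2 fold change of Jcr4S00012.120 was 3.57 or 6.13 without WS replicate 1 or 2, and that of Jcr4S00008.20 was 4.90 without NS replicate 2. At an unadjusted p under 0.05, 4 cell wall and 2 hormone metabolism genes passed.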

**Figure 1:**
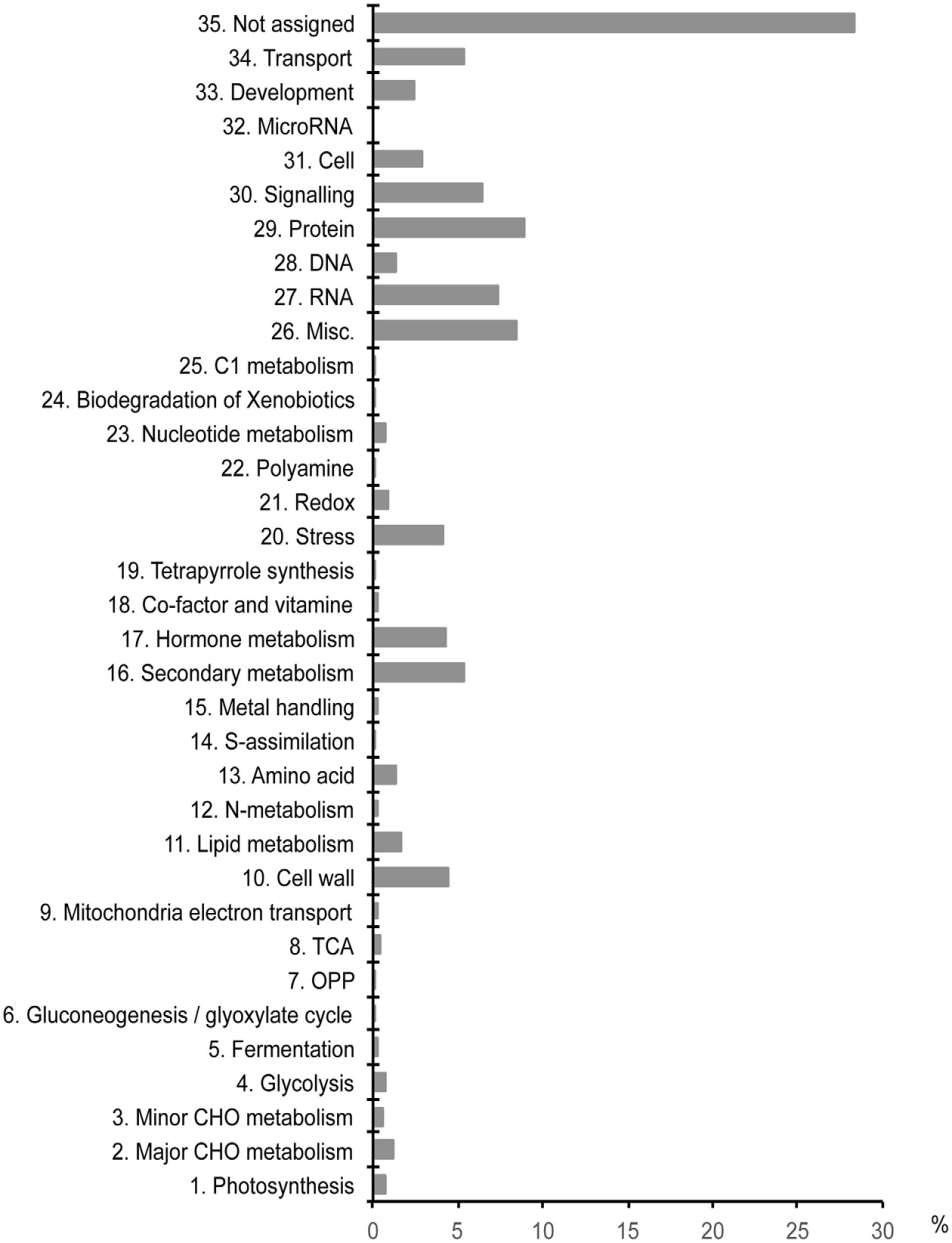
**Functional classification of waterlogging-responsive DEGs**. DEGs (1968 genes) were assigned into 35 functional bins using the Mercator annotation pipeline.

To further evaluate the response to waterlogging, we considered the biological function of the DEGs that were co-regulated in response to waterlogging. GO enrichment analysis was performed with the up-regulated or down-regulated DEGs. Co-regulation of DEGs with similar functions was observed (Figure 2A; Supplementary Table S1). The up-regulated DEGs were involved in the response to stress (adjusted *p*-value: 1.45E-08), response to hypoxia (adjusted *p*-value: 2.37E-03), and response to ethylene (adjusted *p*-value: 7.34E-03). In addition, we also observed enrichment of genes encoding transcription factors (adjusted *p*-value: 4.08E-02) following WS. 

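Of the 61 genes in the bin for regulation of transcription among the rows of Table S1 at hand, 1 was up-regulated and 1 was down-regulated by the quasi-likelihood test of edgeR, and 11 passed at an unadjusted p under 0.05. Jcr4S00014.40, whose best Arabidopsis match is MYB108, rose from 1.22 ± 1.73 CPM in NS to 41.0 ± 18.1 CPM in WS (SD, n = 2 each), with a log2 fold change of 4.61 (standard error 0.98, adjusted p = 0.0322). Jcr4S00013.80, matching a BEL-type homeodomain protein, fell by 2.30 on the log2 scale (standard error 0.55, adjusted p = 0.0499), from 105.0 ± 12.0 CPM to 21.4 ± 10.8 CPM. Both calls were lost without NS replicate 1 (adjusted p = 0.124 and 0.203) or NS replicate 2 (0.196 and 0.322), and that of Jcr4S00013.80 also without WS replicate 1 (0.0549), at equal depth (0.113), with RLE or upper quartile scaling and with 2 other filters (filterByExpr and a mean count of at least 10). Without NS replicate 1, no NS read is left for Jcr4S00014.40, and without WS replicate 2 the log2 fold change of Jcr4S00013.80 was -2.95.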

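None of the 10 cell wall genes in the rows of Table S1 at hand passed the quasi-likelihood test of edgeR, while 1 was down-regulated by the likelihood ratio test and 1 by DESeq2. Jcr4S00002.440, matching a xylem-specific cellulose synthase, had 829 ± 36.1 CPM in NS and 162 ± 155 CPM in WS (SD, n = 2 each), a log2 fold change of -2.36 (standard error 0.69, adjusted p = 0.0964, and 0.0129 with DESeq2). Jcr4S00002.350, matching the cellulose synthase CESA6, had a log2 fold change of -1.09 (standard error 0.46, adjusted p = 0.221). The log2 fold changes of the 10 genes ranged from -4.59 to 0.70.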

The down-regulated DEGs were enriched for cell wall organization or biogenesis (adjusted *p*-value: 9.03E-10), cellular carbohydrate biosynthetic process (adjusted *p*-value: 6.21E-04), secondary metabolite biosynthetic process (adjusted *p*-value: 1.20E-03), and growth (adjusted *p*-value: P1.96E-03).

**Figure 2:**
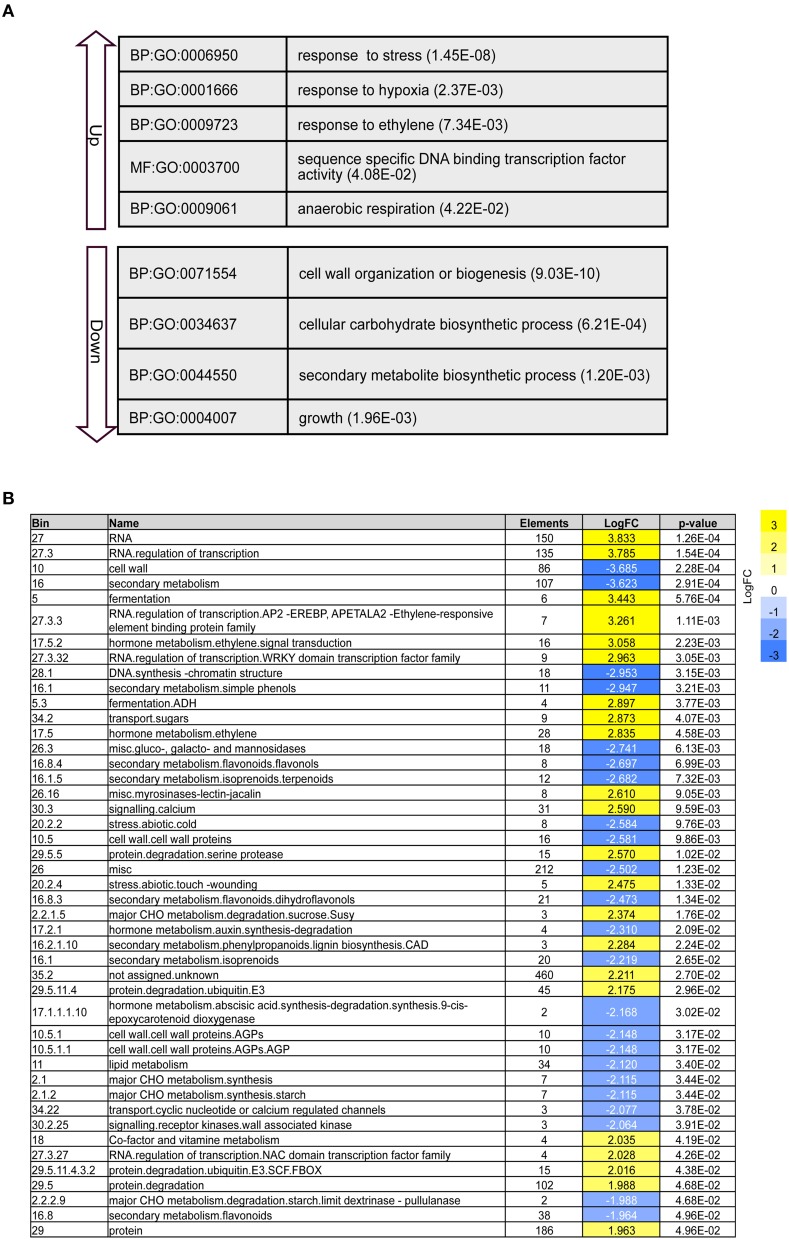
**Waterlogging reprograming transcriptome of Jatropha roots. (A)** Selected gene ontology (GO) categories (*p*-values calculated by GOHyperG) from up-regulated (Up) and down-regulated (Down) groups are shown. **(B)** PAGEMAN enrichment analysis with significant up/down-regulation (Wilcoxon rank sum test; *p*-value < 0.05).

To confirm the results from the GO enrichment analysis, we performed functional enrichment analysis using PAGEMAN tools (Usadel et al., 2006) (Figure 2B). The PAGEMAN results were highly correlated with those derived from the GO enrichment analysis. 

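Of 10 genes of DNA synthesis and chromatin structure in the rows of Table S1 at hand, 1 was down-regulated and none was up-regulated by the quasi-likelihood test of edgeR. The likelihood ratio test and DESeq2 each called 2 down-regulated and none up-regulated. At an unadjusted p under 0.05 in the quasi-likelihood test, 3 passed. Jcr4S00017.70 lies on scaffold Jcr4S00017 from 35881 to 41028 with 16 coding exons. Its best Arabidopsis match is subunit 1b of the origin recognition complex, which marks the sites where DNA replication starts. It had 102 and 32 reads in the NS libraries and 3 and 2 reads in the WS libraries, with a log2 fold change of -4.53 (standard error 1.00, adjusted p = 0.0384). The call was lost without WS replicate 1 (adjusted p = 0.0644), with limma voom (0.0602) and at equal depth (0.113).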

In fact, results from PAGEMAN further demonstrated that DNA synthesis/chromatin structure related genes were down-regulated (*p*-value: 3.15E-03). On the other hand, the expression of the genes involved in protein degradation, calcium signaling, and sugar transport were enhanced (*p*-value: 4.68E-02, 9.59E-03, and 4.07E-03, respectively). 

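Of 11 calcium signaling genes in the rows of Table S1 at hand, 2 were up-regulated, as was 1 of 29 genes of protein degradation and 1 of 4 sugar transport genes, and none of these lists held a down-regulated gene (edgeR, quasi-likelihood test). In protein degradation, the likelihood ratio test called 1 gene up-regulated and 1 down-regulated, and DESeq2 called 2 and 1. Jcr4S00002.320, matching the calmodulin-like protein CML38 of Arabidopsis, rose from 1.38 ± 1.95 CPM in NS to 148 ± 69.4 CPM in WS (SD, n = 2 each), with a log2 fold change of 6.26 (standard error 0.88, adjusted p = 0.0067). Jcr4S00005.80, matching a calmodulin-binding protein, had 944 reads in WS replicate 1 and 32 in WS replicate 2, and its call (adjusted p = 0.0479) was lost without WS replicate 1 (0.333), with DESeq2 (0.087), with limma voom (0.222), at equal depth (0.0632), with upper quartile scaling or total library size, and with 2 other filters (filterByExpr and a mean count of at least 10). In protein degradation, the gene that rose was Jcr4S00024.130, which matches a cystatin, an inhibitor of cysteine proteases (log2 fold change 3.15, standard error 0.57, adjusted p = 0.017, and 0.0914 at equal depth). Jcr4S00021.90, matching a polyol and monosaccharide symporter of the plasma membrane, had 3 and 1 reads in NS and 72 and 30 reads in WS (adjusted p = 0.0477), and its call was lost with limma voom (0.05003), at equal depth (0.205), with upper quartile scaling or total library size, and with a mean count of at least 10. None of these calls was kept without NS replicate 1 or NS replicate 2 (adjusted p from 0.102 to 0.374), and without NS replicate 1 no NS read is left for Jcr4S00002.320 and Jcr4S00005.80. The log2 fold change of Jcr4S00005.80 (5.85) was 2.77 or 6.69 without WS replicate 1 or 2.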

Altogether, the GO enrichment and PAGEMAN results confirmed that waterlogging caused global gene expression reprogramming in Jatropha roots.

### Differential regulation of genes associated with anaerobic fermentation and glycolysis

Because the low oxygen conditions could promote glycolysis and fermentation, we further examined regulation of the DEGs encoding central carbon metabolism enzymes (Figure 3A; Supplementary Table S1). We found that waterlogging promoted the expression of the genes involved in sugar and starch cleavage [e.g., *alpha-amylase* and *sucrose synthase* (*SUSY*)]. In contrast, waterlogging inhibited the accumulation of mRNAs encoding for enzymes controlling starch synthesis [e.g., *ADP-glucose pyrophosphorylase* (*AGPase*) and *starch synthase*]. Moreover, the expression of the genes associated with glycolysis was up-regulated by waterlogging [e.g., *phosphofructokinase* (*PFK*), *pyruvate kinase* (*PK*), and *glyceraldehyde phosphate dehydrogenase* (*GAPDH*)]. 

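The rows of Table S1 at hand include a phosphofructokinase and a pyruvate kinase gene, neither of which passed the quasi-likelihood test of edgeR. Jcr4S00002.120, matching the alpha subunit of pyrophosphate-dependent phosphofructokinase, had 305 ± 15.6 CPM in NS and 953 ± 144 CPM in WS (SD, n = 2 each), a log2 fold change of 1.64 (standard error 0.42, adjusted p = 0.0632, and 0.0137 with DESeq2). Jcr4S00001.200, matching the beta subunit of a plastid pyruvate kinase, had a log2 fold change of -0.88 (standard error 0.42, adjusted p = 0.283). Other members of the families named in the paper were not analysed here, since their IDs are not paired with names in the tables used. Whether the paper's PFK and PK genes include this pyrophosphate-dependent and this plastid enzyme is therefore not known.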

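ADHa (Jcr4S02965.20) and ADHb (Jcr4S02682.20) encode alcohol dehydrogenases, which reduce acetaldehyde to ethanol in fermentation, and both were up-regulated. ADHa, with 10 coding exons on the minus strand of scaffold Jcr4S02965 from 6536 to 9039, rose from 199 ± 21.9 CPM in NS to 9704 ± 2381 CPM in WS (SD, n = 2 each). Its log2 fold change was 5.60 (standard error 0.53, adjusted p = 0.00258 from edgeR's quasi-likelihood test). ADHb, with 10 coding exons on the plus strand of scaffold Jcr4S02682 from 2641 to 4895, rose from 74.9 ± 32.0 CPM in NS to 1723 and 3642 CPM in WS replicates 1 and 2, a log2 fold change of 5.17 (standard error 0.62, adjusted p = 0.00377). Reads that match both genes could have been assigned to either. Without NS replicate 1 or NS replicate 2, the adjusted p was 0.113 or 0.111 for ADHa and 0.142 or 0.118 for ADHb. Without WS replicate 2, the log2 fold change of ADHb was 4.51.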

As expected, an increase in the expression of fermentative genes (*PDC* and *ADH*) was evident. Furthermore, the expression of *alanine transaminase* (*AlaAT*), an enzyme responsible for conversion of pyruvate to alanine, was found up-regulated in our analysis. Overall the results revealed that waterlogging promoted catabolism of carbohydrates and a switch from oxidative to anaerobic respiration in Jatropha roots.

**Figure 3:**
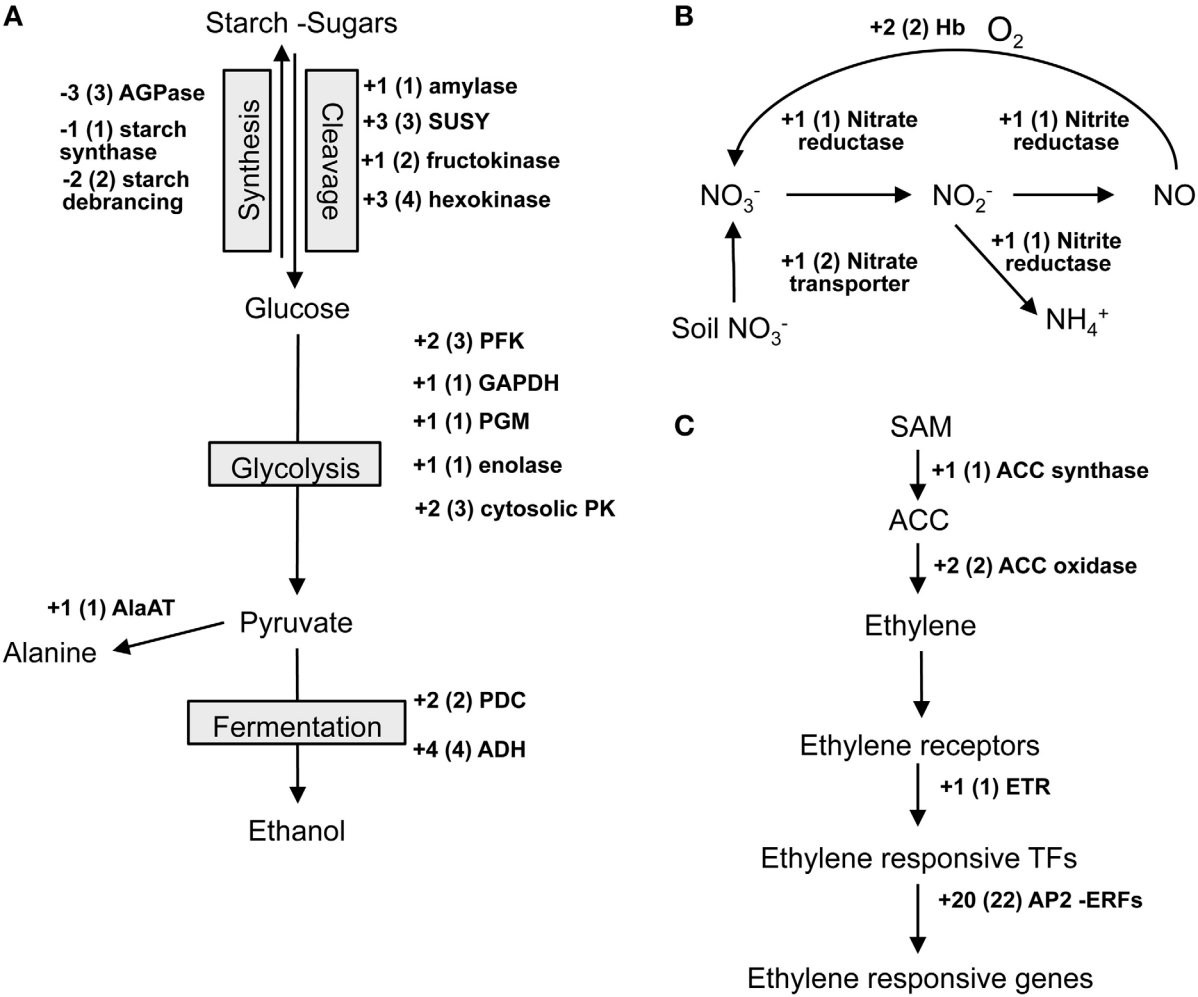
**Waterlogging caused differential expression of transcripts encoding proteins involved in energy, nitrate, and ethylene metabolisms. (A)** Starch metabolism (Starch), glycolysis, and fermentation **(B)** Nitrate metabolism **(C)** Ethylene production and perception. A plus sign represents induction and a minus sign represents reduction. Numbers in brackets represent numbers of DEGs found in this analysis. Data can be found in Supplementary Table S1.

### Differential regulation of genes involved in nitrate metabolism and nitric oxide production

Changes in nitrate metabolism were observed upon waterlogging in several plant species (Horchani et al., 2010; Oliveira et al., 2013; Oliveira and Sodek, 2013). Therefore, we evaluated the regulation of the genes involved in nitrate metabolism and found that a set of genes was up-regulated in response to waterlogging in Jatropha roots (Figure 3B; Supplementary Table S1). These included genes encoding nitrate reductase (NR), a key enzyme responsible for conversion of nitrate (NO^−^_3_) to nitrite (NO^−^_2_) and nitric oxide (NO), nitrite reductase (NIR), an enzyme responsible for reduction of NO^−^_2_ to ammonium and conversion of NO^−^_2_ to NO, and NO^−^_3_ transporter. 

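NR (Jcr4S02321.10), which encodes nitrate reductase, rose from 28.6 ± 3.43 CPM in NS to 1601 ± 1601 CPM in WS (SD, n = 2 each), with 10275 reads in WS replicate 1 and 1114 reads in WS replicate 2. Its log2 fold change was 5.81 (standard error 0.85, adjusted p = 0.0073 from edgeR's quasi-likelihood test). NIR (Jcr4S01372.10) rose from 39.6 ± 6.77 CPM to 780 ± 545 CPM, a log2 fold change of 4.29 (standard error 0.62, adjusted p = 0.00721). Of 3 genes of nitrogen metabolism and nitrate transport in the rows of Table S1 at hand, 1 was down-regulated. This was Jcr4S00007.130, matching a plastid glutamine synthetase, which assimilates ammonium (log2 fold change -2.63, standard error 0.62, adjusted p = 0.0467). Jcr4S00030.20, matching a low-affinity nitrate transporter of Arabidopsis, had a log2 fold change of -1.95 (standard error 0.88, adjusted p = 0.256), and Jcr4S00031.150, matching a glutamate dehydrogenase, one of 1.80 (standard error 0.60, adjusted p = 0.134, and 0.0492 with DESeq2). Without NS replicate 1 or NS replicate 2, the adjusted p of NR, NIR and Jcr4S00007.130 ranged from 0.166 to 0.337. The call of Jcr4S00007.130 was also lost with limma voom (0.0579), at equal depth (0.278, log2 fold change -1.84), with RLE or upper quartile scaling and with 2 other filters (filterByExpr and a mean count of at least 10). Without WS replicate 1 or WS replicate 2, the log2 fold change was 4.10 or 6.57 for NR and 3.36 or 4.84 for NIR.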

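Non-symbiotic hemoglobins are plant proteins that bind oxygen and nitric oxide. The class I gene (Jcr4S02362.60) had 47 and 0 reads in the NS libraries and 6580 and 987 reads in the WS libraries, with a log2 fold change of 7.91 (standard error 1.18, adjusted p = 0.00793 from edgeR's quasi-likelihood test). The class III gene (Jcr4S01353.90) rose from 5.58 ± 5.75 CPM in NS to 94.0 ± 18.7 CPM in WS (SD, n = 2 each), a log2 fold change of 3.89 (standard error 0.75, adjusted p = 0.0215). The class II gene (Jcr4S01154.10) had 15 and 3 reads in NS and 11 and 2 reads in WS, and did not pass the test (log2 fold change -0.24, standard error 1.33, adjusted p = 0.956). The call of the class I gene was lost at equal depth (adjusted p = 0.0692), and without NS replicate 1 or NS replicate 2 the adjusted p was 0.106 or 0.134 for class I and 0.113 or 0.191 for class III. The log2 fold change of class I was 7.21 without NS replicate 2, 6.49 without WS replicate 1 and 6.46 at equal depth, and without NS replicate 1 no read is left in NS. For class III it was 5.89 or 3.27 without NS replicate 1 or 2.

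**Figure D2:**
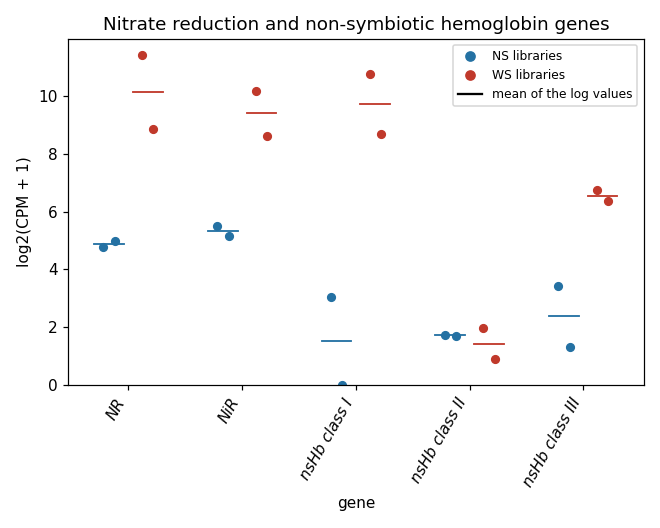
log2(CPM + 1) of 5 genes of nitrate reduction and non-symbiotic hemoglobins, with a point per library and a line at the mean of the log values. The NS and WS libraries lie apart for all genes but the class II gene, whose adjusted p was 0.956.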

Besides this, waterlogging induced the expression of *non-symbiotic hemoglobins* (*nsHbs*; Supplementary Table S1), which have been found to be associated with NO removal (Heckmann et al., 2006). These results suggest the regulation of NO^−^_3_ metabolism and that the modulation of endogenous NO levels might be important for waterlogging acclimation in Jatropha.

### Differential regulation of genes related to ethylene synthesis and perception

Accumulation of a plant stress hormone, ethylene, in response to low oxygen has been reported (Voesenek et al., 1993; Vriezen et al., 1999; Rzewuski et al., 2007; Hinz et al., 2010). Our analysis demonstrated the differential regulation of DEGs encoding for proteins functioning in ethylene synthesis and response (Figure 3C; Supplementary Table S1). The expression of two key-genes controlling ethylene synthesis, *1-aminocyclopropane-1-carboxylate* (*ACC*) *synthase* (*ACS*) and *ACC oxidase* (*ACO*), was up-regulated by waterlogging. In addition, we found that waterlogging induced accumulation of transcripts encoding for ethylene receptor (ETR). 

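Of 130 AP2/ERF genes (the rows of Table S2 at hand, of the 133 genes the paper identified, and JcERFVII-1), 63 passed the filter, of which 11 were up-regulated and 1 was down-regulated by the quasi-likelihood test of edgeR (17 and 1 adjusted over the list alone). JcRAV-3 (Jcr4S03357.10), a member of the RAV family, rose from 12.9 ± 1.08 CPM in NS to 567 ± 70.3 CPM in WS (SD, n = 2 each), with a log2 fold change of 5.47 (standard error 0.51, adjusted p = 0.00258). JcERFVIII-11 (Jcr4S05837.30) had a log2 fold change of 4.50 (standard error 0.70, adjusted p = 0.00915) and JcERFII-4 (Jcr4S01288.20) one of 2.85 (standard error 0.51, adjusted p = 0.017). JcERFX-5 (Jcr4S01806.10) had 8 and 0 reads in NS, and 1437 reads in WS replicate 1 against 62 in WS replicate 2 (adjusted p = 0.0168, and 0.142 with limma voom). The down-regulated gene was JcERFIX-18 (Jcr4S11523.10), a model annotated as transposable element, with 179 and 48 reads in NS and 0 and 1 reads in WS (adjusted p = 0.0108). None of those still tested passed without NS replicate 1 or NS replicate 2. Some of the 63, JcERFIX-18 among them, no longer met the filter there and were not tested. At equal depth, 6 were up-regulated and 0 down-regulated, and JcERFII-4 (adjusted p = 0.0683), JcERFX-5 (0.0524) and JcERFIX-18 (0.0874) were among those lost. In the 399 bases of coding sequence at hand per gene, the 12 called genes shared at most 19 identical bases in a row. The rest of longer genes and the AP2/ERF genes not called were not compared, so shared reads are not excluded. The log2 fold change of JcERFVIII-11 was 5.21 without NS replicate 1 and 3.52 without WS replicate 1. That of JcERFX-5 (7.76) was 4.95 without WS replicate 1 and 8.60 without WS replicate 2, and that of JcERFIX-18 (-7.27) was -6.07 without WS replicate 1. At equal depth the log2 fold change was 3.12 for JcERFII-4, 8.82 for JcERFX-5 and -5.63 for JcERFIX-18. No read is left without NS replicate 1 for JcERFX-5 in NS and without WS replicate 2 for JcERFIX-18 in WS.

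**Figure D3:**
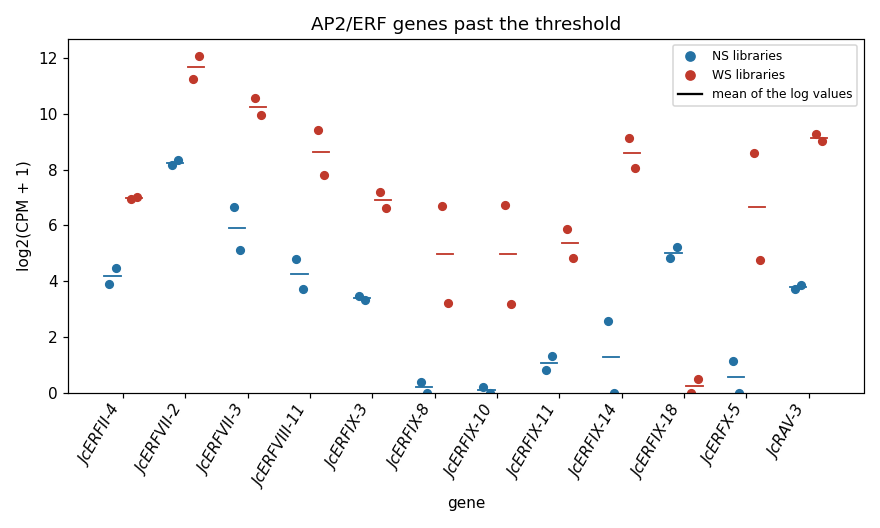
log2(CPM + 1) of the 12 AP2/ERF genes past the threshold, with a point per library and a line at the mean of the log values. In 11 genes both WS libraries lie above both NS libraries, and in JcERFIX-18 both lie below.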

Interestingly, several genes encoding for ERF (ethylene responsive factors) transcription factors (TFs) were up-regulated by waterlogging (Figure 4A). These marks highlighted the roles of ethylene in acclimation to waterlogging in Jatropha.

**Figure 4:**
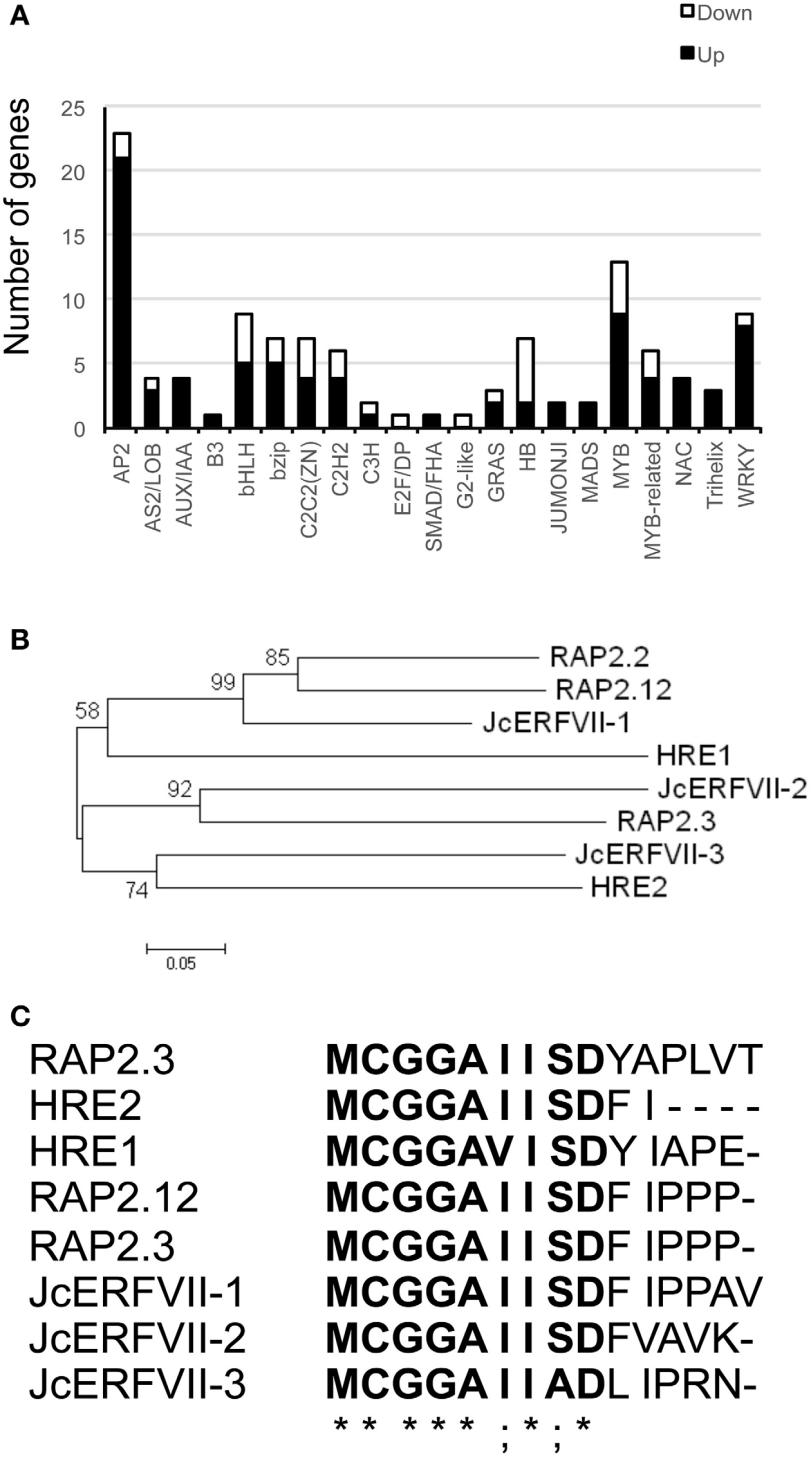
**The group-VII ERFs of Jatropha. (A)** Graphical representation of waterlogging-regulated transcription factors based on their assigned protein families. “Up” and “Down” represent up-regulation and down-regulation in this analysis. **(B)** Phylogenetic tree of group-VII ERF proteins. The full-length protein sequences were analyzed with a Neighbor-joining method. Numbers above branches represent the bootstrapped value from 1000 replicates. **(C)** Multiple sequence analysis of N-terminal sequences of group-VII ERFs. Bold letters indicate a conserved motif at the N-terminus initiated with Met_1_-Cys_2_, as identified by multiple sequence alignment. Asterisks and semi-colons indicate identical and conserved substitution, respectively.

### Differential regulation of genes encoding TFs

Since low oxygen induced TFs could mediate the expression of anaerobic responsive genes, we analyzed for TFs that were differentially regulated by waterlogging. One-hundred and fifteen waterlogging-regulated TFs were classified based on their assigned protein families (Figure 4A; Supplementary Table S1). Of these, 85 TFs were up-regulated and 30 TFs were down-regulated. Remarkably, TFs accounted for nearly six percent of the DEGs analyzed in this study. ERFs (21 genes), MYBs (9 genes), and WRKYs (8 genes) were mostly pronounced from the up-regulated group, whereas Homeobox TFs (HBs; 5 genes) were mostly noticeable from the down-regulated group. Recent studies on Arabidopsis demonstrated that group-VII ERFs are modulators of the anaerobic response under low oxygen conditions (Gibbs et al., 2011; Licausi et al., 2011). Therefore, we examined the expression of the group-VII ERFs in Jatropha. Firstly, we searched the Jatropha genome using the HMM profile of the Apetalla2 (AP2)/ERF domain in order to identify all AP2/ERF genes. As a result, 133 putative AP2/ERF genes were identified. Secondly, we performed sequence alignment and phylogenetic analyses to compare Arabidopsis and Jatropha ERFs. Finally, 14 groups of AP2/ERF genes, including 11 ERF subgroups, AP2, RAV, and soloist were successfully identified (Supplementary Table S2). This analysis revealed that the Jatropha group-VII ERFs comprised three members, all possessing a conserved N-terminal domain [NH_2_-MCGGAII(A/S)D] (Figures 4B,C). 

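In the deposited gene models, JcERFVII-1 (Jcr4S00420.40) lies on the minus strand of scaffold Jcr4S00420 from 11376 to 14095 with 3 coding exons. JcERFVII-2 (Jcr4S00982.160) lies on the minus strand of scaffold Jcr4S00982 from 63689 to 64547 with 2 coding exons and 1 intron. JcERFVII-3 (Jcr4S01651.60) lies on the minus strand of scaffold Jcr4S01651 from 29439 to 30474, also with 2 coding exons. The annotation marks no untranslated regions.

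**Figure D4:**
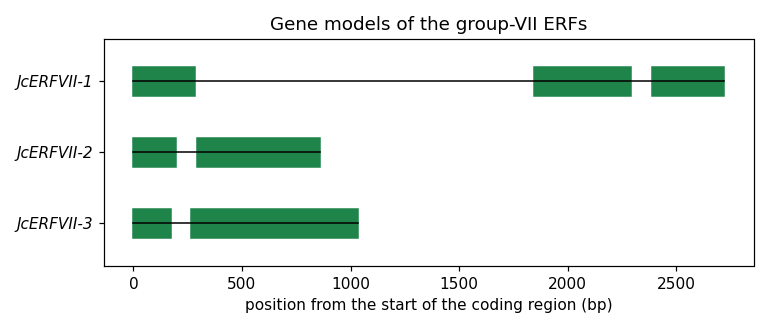
Coding exons (boxes) and introns (lines) of the 3 group-VII ERF gene models, in bp from the start of the coding region. JcERFVII-1 has 3 coding exons and the others have 2.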

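Group-VII ERFs are transcription factors whose N-terminus links their stability to oxygen. JcERFVII-2 rose from 304 ± 27.4 CPM in NS to 3391 ± 1337 CPM in WS (SD, n = 2 each), with a log2 fold change of 3.48 (standard error 0.50, adjusted p = 0.00706 from edgeR's quasi-likelihood test). JcERFVII-3 rose from 67.3 ± 47.0 CPM to 1248 ± 357 CPM, a log2 fold change of 4.20 (standard error 0.62, adjusted p = 0.00765). JcERFVII-1, at 774 ± 244 CPM in NS and 965 ± 104 CPM in WS, did not pass the test (log2 fold change 0.32, standard error 0.43, adjusted p = 0.758). Without NS replicate 1 or NS replicate 2, the adjusted p was 0.183 or 0.191 for JcERFVII-2 and 0.113 or 0.166 for JcERFVII-3. Without NS replicate 1, the log2 fold change of JcERFVII-3 was 5.17.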

Remarkably, two of them (*Jcr4S00982.160* and *Jcr4S01651.60*; *JcERFVII-2* and *JcERFVII-3*, respectively) were up-regulated in our transcriptome analysis (Supplementary Table S1). Together, these data implicated the essence of transcriptional regulation in response to waterlogging.

### Validation of differentially regulated genes by quantitative real-time PCR

To verify the transcriptome data, 10 genes were selected for analysis by quantitative real-time PCR to determine their relative expression in response to WS. These selected genes included 6 waterlogging-induced DEGs [*ADHa, ADHb, JcERFVII-2, JcERFVII-3, NR*, and *trihelix TF* (*trihelix*)], two non-DEGs with limited changes in response to waterlogging (*actin* and *JcERFVII-1*), one waterlogging-repressed DEG (*proline-rich*), and one control for fold change analysis (*UBC*). 

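In the RNA-seq data, trihelix (Jcr4S02762.30), with 1 coding exon on scaffold Jcr4S02762 from 6467 to 7723, rose from 21.4 ± 21.7 CPM in NS to 1523 ± 384 CPM in WS (SD, n = 2 each). Its log2 fold change was 6.08 (standard error 0.82, adjusted p = 0.00599 from edgeR's quasi-likelihood test). Proline-rich (Jcr4S00695.60), a model annotated as partial, fell from 1586 ± 49.7 CPM to 62.0 ± 29.3 CPM, a log2 fold change of -4.67 (standard error 0.54, adjusted p = 0.00351). Actin (Jcr4S01082.10) had a log2 fold change of -0.83 (standard error 0.41, adjusted p = 0.299) and did not pass the test. Both the trihelix and the proline-rich call were lost without NS replicate 1 or NS replicate 2, as was every other call of the quasi-likelihood test. The log2 fold change there was 7.94 or 5.36 for trihelix and -4.73 or -4.66 for proline-rich. The paper selected these genes to verify the transcriptome data by real-time PCR.

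**Figure D5:**
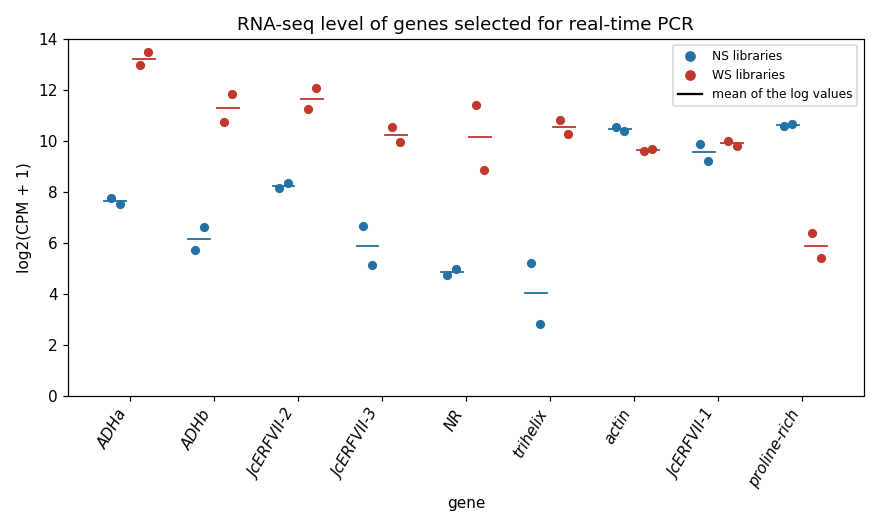
log2(CPM + 1) of 9 of the genes selected for real-time PCR, with a point per library and a line at the mean of the log values. Both WS libraries lie above both NS libraries for ADHa, ADHb, JcERFVII-2, JcERFVII-3, NR and trihelix, and below them for actin and proline-rich.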

Real-time PCR results of the same samples used for RNA-seq clearly confirmed that waterlogging induced the accumulation of *ADHa, ADHb, JcERFVII-2, JcERFVII-3, NR*, and *trihelix* but not *actin* and *JcERFVII-1* (Figure 5). By contrast, mRNA accumulation of *proline-rich*, a gene encoding a cell-wall protein, was clearly reduced upon waterlogging (Figure 5). These data provided additional support that transcriptome analysis by RNA-seq could be used to quantify genome-scale gene expression in the roots of waterlogged Jatropha.

**Figure 5:**
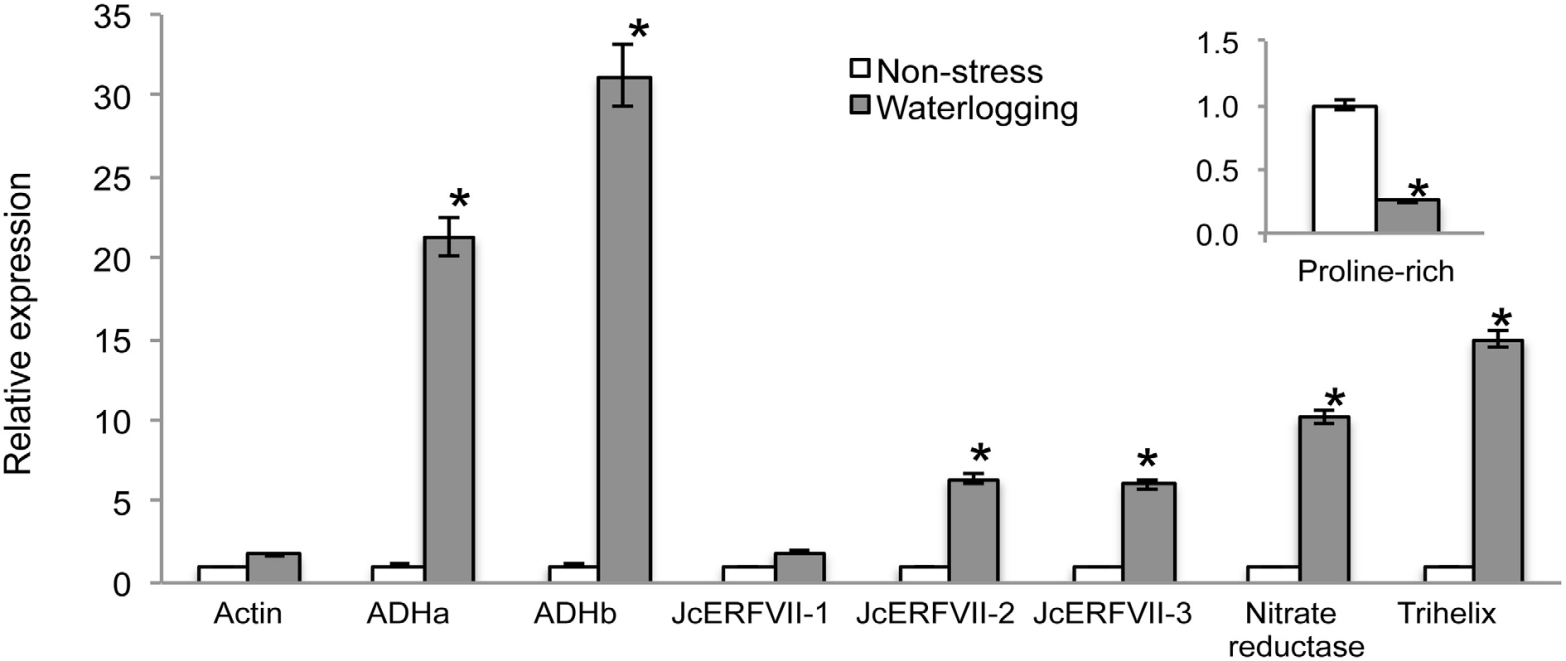
**Quantitative real-time PCR validation of transcriptome data for selected genes**. Relative expression was normalized to the abundance of *Ubiquitin* (*UBC*; *Jcr4S00238.120*). Data represent mean ± SE (*n* = 3). ^*^p-value < 0.01 (*t*-test).

### Comparative analysis of transcriptome response to waterlogging in arabidopsis, Jatropha, gray poplar and rice

The variation in tolerance to the low oxygen conditions among plant species has been reported (Bailey-Serres and Voesenek, 2008). In order to identify common or specific changes in transcriptional regulation between waterlogging intolerant Arabidopsis and Jatropha and tolerant gray poplar and rice, we first analyzed public microarray data to identify DEGs in response to waterlogging or submergence in Arabidopsis, gray poplar and rice (Supplementary Table S4). Additionally, we performed a PAGEMAN over-representation analysis (ORA) using Fisher's exact test and a cut-off value of two to obtain an overview of comparative comparison. PAGEMAN ORA analysis allowed comparison of genes with similar functions. We observed an over-represented induction of genes encoding for anaerobic fermentation in Arabidopsis, Jatropha, and rice (Figure 6; Supplementary Table S5). In addition, AP2/ERF DNA binding TFs were up-regulated in all species. The down-regulation of genes involved in cell wall processes and secondary metabolism was common in both tolerant and intolerant species (Figure 6; Supplementary Table S5).

**Figure 6:**
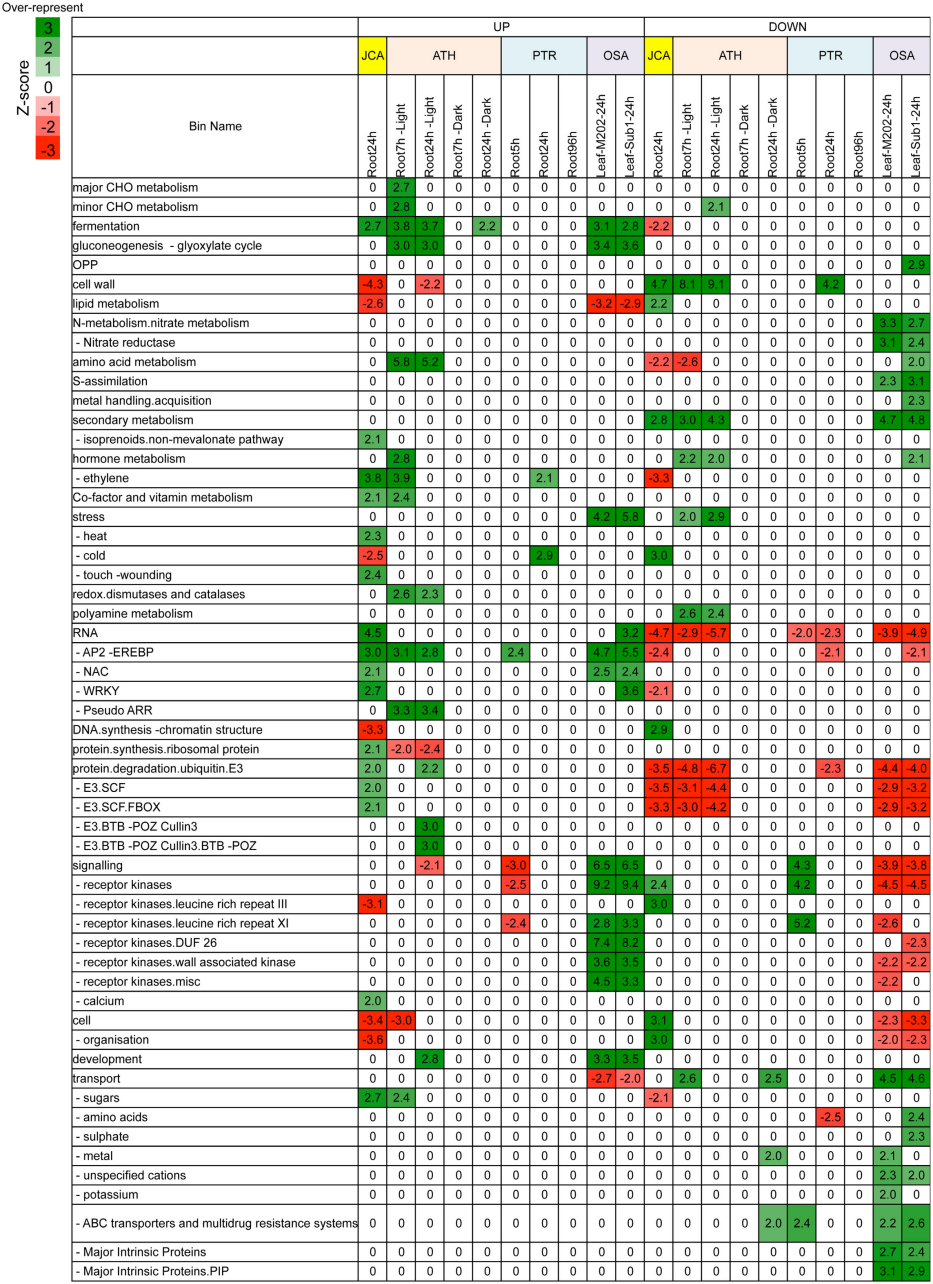
**Overview of transcriptome response for selected functional categories to waterlogging or submergence in Arabidopsis (ATH), Jatropha (JCA), gray poplar (PTR), and rice (OSA)**. PAGEMAN analysis of the gene expression data (|log_2_ fold change| > 1; FDR < 0.05). Statistical analysis of over-represented functional bins was carried out using Fisher method. Z-scores indicate over/under representation (Numbers indicate z-scores; Green, over-represented; Red, under-represented). Data used to generate this figure can be found in Supplementary Table S5.

Additionally, we attempted to compare changes in expression of orthologs in the genomes of Arabidopsis, Jatropha, gray poplar and rice. OrthoMCL (OMCL) cluster analysis using a Markov Cluster algorithm was applied in order to group orthologs (Li et al., 2003). This analysis identified 19,103 OMCL clusters (Supplementary Table S5). Over 7000 OMCL clusters were differentially regulated upon waterlogging (Supplementary Figure S4). We found that using a list of 49 core hypoxia genes reported to be up-regulated in response to low oxygen stress in shoots and roots of Arabidopsis seedlings (Mustroph et al., 2009), we were able to identify 37 OMCL clusters among Arabidopsis, poplar, Jatropha, and rice (Supplementary Figure S5). Of these, 30 OMCL clusters were induced in at least two species. OMCL236 (wound-responsive proteins), OMCL442 (pyruvate decarboxylase), OMCL450 (alcohol dehydrogenase), and OMCL1101 (ethylene receptor) were induced in all species. We further compared the expression of OMCL clusters involved in carbohydrate cleavage, glycolysis, and fermentation and, in general, found up-regulation of OMCL clusters in these categories (Supplementary Figure S6). All together, the results suggested that, regardless of the variation in waterlogging tolerance among plant species, common responses could still be identified.

To examine whether there is a link between tolerance levels and specific molecular mechanisms, we further inspected the PAGEMAN ORA results. We found that multiple processes were specifically regulated in Jatropha. For example, the genes involved in non-mevalonate pathway biosynthesis of isoprenoids, response to stress including heat and touch/wounding, and calcium signaling were up-regulated, while lipid metabolism, cold stress response, and cell organization were down-regulated (Figure 6). 

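In the Jatropha rows of Table S1 at hand, none of 9 heat stress genes and 1 of 24 genes of cell organisation, division and cycle passed the quasi-likelihood test of edgeR, as did 1 of 11 genes of lipid metabolism. Of the heat stress genes, 3 passed at an unadjusted p under 0.05, and 1 was up-regulated by DESeq2. The lipid gene Jcr4S00004.130, matching phospholipase D delta of Arabidopsis, which releases phosphatidic acid from membrane lipids, was up-regulated with a log2 fold change of 4.60 (standard error 0.95, adjusted p = 0.0296). Jcr4S00006.130, matching the RING-H2 protein CIP8, rose from 321 ± 3.77 CPM in NS to 1435 ± 446 CPM in WS (SD, n = 2 each), a log2 fold change of 2.16 (standard error 0.45, adjusted p = 0.0298). Both calls were lost at equal depth (adjusted p = 0.263 and 0.0584) and without NS replicate 1 (0.113 and 0.241) or NS replicate 2 (0.185 and 0.339). For Jcr4S00004.130, no NS read is left without NS replicate 1, and the log2 fold change was 4.00 without NS replicate 2 and 3.10 at equal depth.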

In rice, we found several protein kinases genes were specifically up-regulated (Figure 6). Interestingly, we also found that the down-regulation of genes controlling NO^−^_3_ metabolism, including NR, was specific to rice (Figure 6). An OMCL cluster analysis also confirmed that, while NRs were specifically down-regulated in rice, this was not the case in Arabidopsis and Jatropha (Figure 7). Additionally, the analysis also showed that up-regulation of NIR was specific to Jatropha. Evidently, the up-regulation of class I *nsHbs* (OMCL3239), putative NO scavengers, was found in Arabidopsis, Jatropha, and rice. However, the induction levels were much higher in Jatropha than in Arabidopsis and rice (Figure 7).

**Figure 7:**
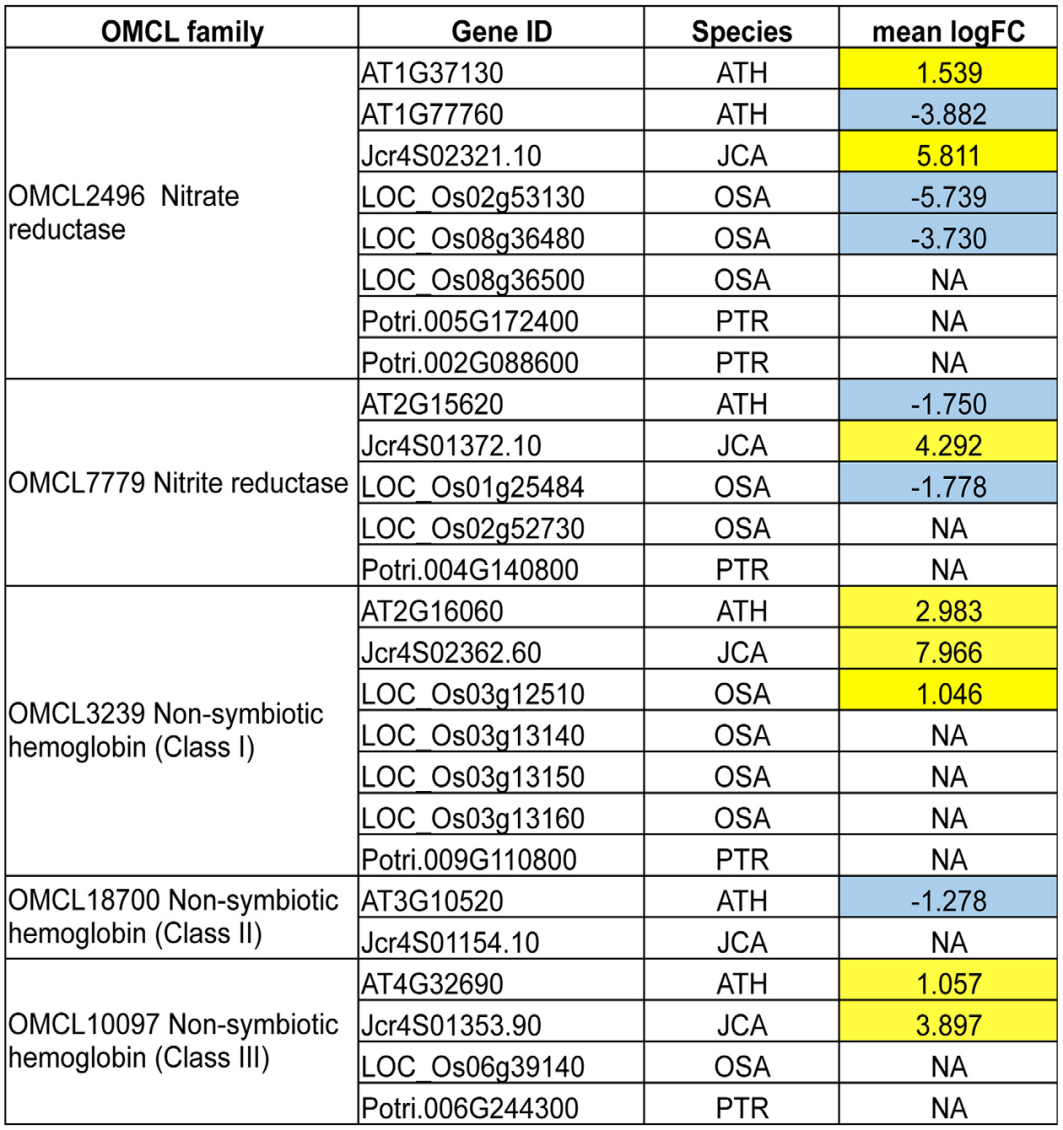
**Response of OMCL clusters with genes involved in nitrogen metabolism and NO production to waterlogging**. Yellow, Up-regulated DEGs; Blue, Down-regulated DEGs; White, Orthologs not differentially expressed. Numbers represent mean log_2_ fold change values.

Comparative analysis of TFs in response to waterlogging revealed that the expression pattern of TFs was generally conserved in all plant species examined (Supplementary Table S5). OMCL clusters of ERFs, bZIPs, NACs and WRKYs were induced by waterlogging. Interestingly, OMCL clusters of trihelix TFs were found to be up-regulated in Arabidopsis, Jatropha, and gray poplar but not in rice (Supplementary Table S5). For protein kinases, OMCL clusters of leucine rich repeat kinases XI and XII and wall-associated kinases were induced in much greater quantities in rice (Supplementary Table S5). Examination of OMCL clusters of heat stress and redox regulation revealed that the induction of alternative oxidase was found only in Jatropha. 

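In the Jatropha libraries, AOX (Jcr4S02312.80), which encodes an alternative oxidase of the mitochondrial electron transport chain, rose from 44.7 ± 12.8 CPM in NS to 385 ± 310 CPM in WS (SD, n = 2 each), with 2270 reads in WS replicate 1 and 393 reads in WS replicate 2. Its log2 fold change was 3.12 (standard error 0.66, adjusted p = 0.0315 from edgeR's quasi-likelihood test). The call was lost at equal depth (adjusted p = 0.0878, quasi-likelihood test), where the log2 fold change was 3.29. It was also lost without NS replicate 1 or NS replicate 2, where the log2 fold change was 2.82 or 3.41. Without WS replicate 1 or WS replicate 2, the log2 fold change was 1.95 or 3.75. Of 9 heat stress and 4 redox genes in the rows of Table S1 at hand, none passed, and 3 and 1 of them passed at an unadjusted p under 0.05.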

Up-regulation of heat-shock proteins (HSPs), were commonly found in both intolerant and tolerant species (Supplementary Table S5). Interestingly, OMCL clusters of peroxidases were greatly induced in rice (Supplementary Table S5).

## Discussion

In this study, high-throughput RNA-sequencing technology was employed to compare differential gene expression profiles of Jatropha roots subjected to 24 h WS. Our study provides a new insight into understanding the molecular mechanisms underlying the response to waterlogging in Jatropha. WS reprogrammed expression of 1968 DEGs; seven of these were further confirmed to be differentially expressed by quantitative real-time PCR (Figure 5). By applying bioinformatic analyses for non-model species, our study demonstrated that a number of cellular processes in Jatropha roots were affected by WS. These included anaerobic fermentation, carbohydrate metabolism, glycolysis, ethylene synthesis and perception, NO^−^_3_ metabolism, NO production, regulation of transcription, protein degradation, transport, and signaling, suggesting that diverse physiological processes were affected by WS.

Plants subjected to low oxygen conditions shift their metabolism from oxidative phosphorylation to anaerobic fermentation to maintain ATP production (Bailey-Serres et al., 2012). Our results supported a longstanding notion that waterlogging promotes anaerobic respiration as observed by the up-regulation of DEGs encoding enzymes in glycolysis and fermentation (Figure 3; Supplementary Table S1). Remarkably, the expression of *Alternative oxidase* (*AOX*) was specifically enhanced in roots of waterlogged Jatropha (*Jcr4S02312.80*, Supplementary Table S1) implying that AOX may function as an alternative to cytochrome oxidase under low oxygen conditions. The increase in *AOX* gene expression could prevent reactive oxygen species (ROS) formation from the over-reduction of the ubiquinone pool. Plants can initiate additional responses to low oxygen conditions, including down-regulation of energy consuming processes such as storage metabolism (Geigenberger et al., 2000) and switching from invertase to sucrose synthase for hydrolysis of sucrose (e.g., Guglielminetti et al., 1995, 1997; Biemelt et al., 1999; Zeng et al., 1999; Albrecht and Mustroph, 2003; Bologa et al., 2003; Bieniawska et al., 2007). Here, we observed in the roots of waterlogged Jatropha, the down-regulation of genes involved in the synthesis of the cell wall, DNA, secondary metabolites, and starch (Figure 2) and the up-regulation of sucrose synthase (Figure 3A). These results, together with the finding that waterlogging resulted in the decrease in total root carbohydrate (Supplementary Figure 1B) provided a strong conclusion that Jatropha roots responded to waterlogging via the regulation of energy consumption and production.

Low oxygen conditions in plants promote the utilization of NO^−^_3_ and the production of NO to facilitate anaerobic survival (Horchani et al., 2010; Oliveira et al., 2013; Oliveira and Sodek, 2013). Alternative to anaerobic fermentation, NO^−^_3_ could be used as NADH acceptors. This allows NAD^+^ to be reused in glycolysis. It has been observed that longer periods of low oxygen survival can be achieved when NO^−^_3_ is provided (Allegre et al., 2004; Horchani et al., 2010). In waterlogged Jatropha roots, the expression of *NR*, *NiR*, and *nitrate transporter* was induced (Figure 4B; Supplementary Table S1), emphasizing the roles of NO^−^_3_ in waterlogging acclimation. Future studies should focus more on investigating the significant of NR, NiR, and NO^−^_3_ on tolerance to waterlogging in Jatropha.

Accumulation of the gas hormone ethylene is extremely important for the induction of plant responses to low oxygen. Since waterlogging inhibits gas diffusion, ethylene can be trapped in the waterlogged plant organs. Our transcriptome data revealed that root waterlogging promoted mRNA accumulation of two key enzymes in ethylene biosynthesis, *ACS* and *ACO* (Figure 3C; Supplementary Table S1). Concomitantly, the expression of *ETR*, was enhanced in waterlogged Jatropha roots. These findings suggested that waterlogging might increase ethylene synthesis and perception in Jatropha roots. Our study recognized three group-VII ERFs from the Jatropha genome. Two of these, designated JcERFVII-2 and JcERFVII-3, were noticeably induced in response to waterlogging (Figures 4, 5; Supplementary Table S1). Previous studies identified the two group-VII ERF genes, *Snorkel* and *Sub1*, as key players in the submergence response in deepwater rice and lowland rice varieties, respectively, (Xu et al., 2006; Hattori et al., 2009). These two rice varieties utilize two contrasting strategies that allow adaptive growth responses to submergence. *Snorkel* promotes the internode elongation in the deepwater rice, whereas, *Sub1* restricts the shoot elongation in the lowland rice. In Arabidopsis, studies have also shown that the group-VII ERFs function in the low-oxygen response (Hinz et al., 2010; Gibbs et al., 2011; Licausi et al., 2011). Taken together, we propose that the group-VII ERFs are promising candidates for engineering of waterlogging tolerant Jatropha. In support of this idea, overexpression of the Arabidopsis group-VII ERFs (HRE1, HRE2, RAP2.2, and RAP2.12) significantly improved low oxygen survival by promoting expression of the genes involved in low oxygen adaptation (Hinz et al., 2010; Gibbs et al., 2011; Licausi et al., 2011).

Enhanced NO production by low oxygen conditions has been documented in plants (Rockel et al., 2002; Dordas et al., 2003). NO is believed to be a signaling molecule. As previously mentioned, NO can be synthesized from NO^−^_3_ via NR and NiR (Stohr et al., 2001). In Arabidopsis, it was reported that accumulation of NO could induce *AOX* expression via inhibition of aconitase resulting in accumulation of citrate and a shift of metabolism toward nitrogen assimilation under hypoxia (Gupta et al., 2012). A recent study revealed that NO could control the stability of Arabidopsis group-VII ERFs via proteolytic modulation (Gibbs et al., 2014). We speculate that enhanced NO accumulation in Jatropha roots under low oxygen conditions could destabilize the group-VII ERF proteins and, therefore, decrease low oxygen tolerance. Modulation of NO accumulation via nsHbs in roots under low oxygen conditions has been reported (Dordas et al., 2003, 2004; Perazzolli et al., 2004; Hebelstrup et al., 2006). Our study demonstrated that waterlogging could induce the expression of *nsHbs* in Jatropha roots (Figure 7; Supplementary Table S1). The function of nsHbs possibly involves fine-tuning the accumulation of NO in waterlogged roots of Jatropha. Future research to improve waterlogging tolerance should emphasize genetic engineering to modulate NO levels.

Nearly six percent of DEGs encoding for TFs was identified in this study, implying that transcriptional regulation plays an important role in the waterlogging response. In agreement with the finding that ethylene synthesis and perception were activated, this study recognized AP2/ERF TFs as the most pronounced TFs in response to waterlogging (Figure 4A). Waterlogging induced AP2/ERFs included two of group-VII ERFs and an additional 19 ERF, whose function might be associated with waterlogging acclimation (Supplementary Table S1). The ERF IX group was the most represented waterlogging-induced ERFs in this study (Supplementary Table S1). 

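Of 14 group IX genes tested, 5 were up-regulated and 1 was down-regulated by the quasi-likelihood test of edgeR, compared with 2 of 3 in group VII, 1 of 7 in group VIII, 1 of 4 in group X and 1 of 3 in group II. JcERFIX-14 (Jcr4S05515.20) rose from 2.45 ± 3.46 CPM in NS to 415 ± 216 CPM in WS (SD, n = 2 each), with a log2 fold change of 7.01 (standard error 0.96, adjusted p = 0.00599). JcERFIX-3 (Jcr4S01276.110) rose from 9.59 ± 0.722 CPM to 121 ± 32.9 CPM, a log2 fold change of 3.64 (standard error 0.54, adjusted p = 0.00754). JcERFIX-8 (Jcr4S03023.50) had 2 and 0 reads in NS and 381 and 20 reads in WS, JcERFIX-10 (Jcr4S05283.40) had 1 and 0 reads in NS and 400 and 19 reads in WS, and JcERFIX-11 (Jcr4S05283.50) had 5 and 2 reads in NS and 216 and 66 reads in WS (adjusted p = 0.0211, 0.0195 and 0.0109). These 3 calls were lost at equal depth (adjusted p from 0.0698 to 0.147), those of JcERFIX-8 and JcERFIX-10 with limma voom (0.113 and 0.111), and those of all 5 genes without NS replicate 1 or NS replicate 2 (0.102 to 0.258). The log2 fold change of JcERFIX-14 was 6.38 without NS replicate 2 and 6.34 without WS replicate 1, and that of JcERFIX-11 (5.40) was 4.75 without NS replicate 1 and 4.8 without WS replicate 1. Without NS replicate 1, no NS read is left for JcERFIX-8, JcERFIX-10 and JcERFIX-14.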

The function of the group-IX ERFs was associated with hormonal response, such as the responses to ethylene (Wang et al., 2007) or ethylene in combination with jasmonate (Champion et al., 2009). 

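JcERFX-6 had 62 and 0 reads in the NS libraries and 755 and 35 reads in the WS libraries. Its log2 fold change was 4.24 (standard error 1.31), and it did not pass the quasi-likelihood test of edgeR (adjusted p = 0.112), whereas it passed with the likelihood ratio test (0.0202), with the replicate number as a block (1.00e-04) and without a filter. It did not pass with DESeq2 (adjusted p = 0.335), with limma voom (0.262) or at equal depth (0.0544). The log2 fold change was 1.54 without WS replicate 1, 5.06 without WS replicate 2, 3.49 without NS replicate 2 and 7.14 at equal depth, and without NS replicate 1 no NS read is left.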

The induction of *JcERFX-6* (*Jcr4S03895.40*; OMCL 2117), an ortholog of Arabidopsis *RAP2.6L*, was evident in this analysis (Supplementary Table S1). Overexpression of *RAP2.6L* in Arabidopsis improved the waterlogging response by delaying waterlogging-induced premature senescence (Liu et al., 2012). In this study, the expression of *trihelix TF* (*Jcr4S02762.30*: OMCL11085), an ortholog of Arabidopsis *HYPOXIA RESPONSE ATTENUATOR1* (*HRA1*), was found to be strongly up-regulated by waterlogging (Supplementary Table S1). Recently, Giuntoli et al. (2014) demonstrated that HRA1 negatively regulates RAP2.12 through protein–protein interaction and proposed that the modulation of the aerobic response by group-VII ERFs and HRA1 is important to control plant responses to low oxygen stress. In addition, our analysis demonstrated that waterlogging enhanced the expression of several members of MYBs and WRKYs. An in-depth functional analysis of waterlogging-induced TFs is required to further identify candidate genes for growth improvement of waterlogged Jatropha.

Previous studies reported the use of comparative transcriptome comparison for identification of conserve and species-specific responses to low oxygen stress (Mustroph et al., 2010; Narsai et al., 2011; Narsai and Whelan, 2013). In this study, comparative transcriptome analysis between Jatropha and other plant species identified a common response to waterlogging including the up-regulation of carbohydrate cleavage, glycolysis and fermentative genes and the down-regulation of genes involved in cell-wall and secondary metabolite biosynthesis (Figure 6; Supplementary Table S5). These findings also confirmed previous reports that the alteration of carbohydrate metabolism appeared to be a common response to low oxygen stress in plants. Additionally, Arabidopsis, gray poplar and Jatropha showed the up-regulation of genes involved in ethylene production and signaling (Figure 6; Supplementary Table S5), which were commonly found in response to low oxygen in several plants. The up-regulation of AP2/ERF genes by waterlogging was commonly identified in all species examined (Figure 6; Supplementary Table S5). These results strongly emphasized the roles of AP2/ERF genes in low oxygen adaptation. While comparative analysis exposed the common response to waterlogging in plants, the analysis showed that various processes were specifically regulated in each species. Contrary to what has been observed in waterlogged Jatropha, the expression of *NR* was down-regulated in submerged rice (Figure 7) suggesting the down-regulation of the *NR* gene may be a characteristic of waterlogging-tolerant species.

Global warming results in extreme climates, such as drought, flooding and heat stress. Improvement of combined stress tolerance could benefit crop production. It is widely known that stresses including drought, flooding, and high temperatures, could trigger accumulation of ROS, which causes oxidative damage of cellular components. On the other hand, ROS serves as a critical signaling molecule in the oxidative stress response. Pucciariello et al. (2012) demonstrated a connection in Arabidopsis between redox sensing and low oxygen response of seedlings. Evidence from the study of Fukao et al. (2011) showed that submergence-tolerant rice overexpressing *Sub1A* gene exhibited drought-tolerance phenotypes through oxidative stress regulation. Additionally, Loreti et al. (2005) found that several HSPs were induced by low oxygen stress and heat pretreatment enhanced anoxia tolerance of seedlings. Later on, Banti et al. (2008) demonstrated a correlation between the up-regulation of HSP mRNAs and enhanced low oxygen tolerance in Arabidopsis. These findings highlighted the roles of HSPs and ROSs in plant low oxygen acclimation. In this study, we found that waterlogging induced several OMCL clusters of HSPs and ROS enzymes in the roots of Jatropha (Supplementary Table S5). Taken together, it is possible that genetically engineered, waterlogging-tolerant crops might confer multiple stress tolerance phenotypes.

In summary, Jatropha orchestrates a complex transcriptional adjustment in response to WS that yields changes in its root physiological response to WS. This study highlights several possibilities for future investigation, including the roles of specific pathways and genes involved in the waterlogging response. Thus, a detailed characterization of individual genes must be carried out as the first step to understand their specific functions. Due to the high similarity among global *J. curcas* accessions, as reported by Popluechai et al. (2009), the improvement of waterlogging-tolerant Jatropha through traditional breeding, can be difficult to achieve. With biotechnology advances, genetic engineering and gene transformation into Jatropha are now feasible (Mukherjee et al., 2011). A recently developed protocol by Jaganath et al. (2014) enables Agrobacterium-mediated in planta transformation into Jatropha that does not require *in vitro*-based multiplication of transformed plants. Clearly, this method has the potential to facilitate the genetic modification of Jatropha. Successfully validated candidate genes could be targeted for the engineering of waterlogging-tolerant Jatropha.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure S1 **Physiological responses of Jatropha seedlings to waterlogging. (A)** Total leaf chlorophyll content. Data represent mean ± SE (*n* = 6). **(B)** Total root carbohydrate content. Data represent mean ± SE (*n* = 3). Letters represent significant differences calculated by One-Way ANOVA (*p*-value < 0.05).

Supplementary Figure S2 **Change in the expression of selected fermentative genes in response to waterlogging in leaves and roots of Jatropha**. Semi-quantitative PCR analysis of fermentative genes (*ADHs* and *PDC*) from 24-h waterlogged (WS) and non-stressed (NS) Jatropha roots and leaves.

Supplementary Figure S3 **Statistic and quality control of RNA-seq data. (A)** Mapping statistics **(B)** Pearson's correlation derived from CPM values. **(C)** A multi-dimension scaling plot of gene expression data. NSR, non-stressed root sample; WSR, waterlogged root sample. Numbers represent numbers of replicates.

Supplementary Figure S4 **Differentially regulated OMCL clusters grouped by the number of organisms per cluster**.

Supplementary Figure S5 **Waterlogging responsive OMCL clusters containing “49 core hypoxia” genes (Mustroph et al., 2009, 2010)**. Arabidopsis (ATH), Jatropha (JCA), gray poplar (PTR), and rice (OSA). Numbers indicated numbers of induced genes found in clusters. Yellow, induced orthologs; White, no induced orthologs; Gray (NA), no orthologs identified.

Supplementary Figure S6 **OMCL clusters with genes involved in glycolysis and fermentation**. OMCL clusters with change in at least one species were included. Up, Up-regulated DEGs; Down, Down-regulated DEGs. Bright yellow, Cluster has >1 induced DEG; Light yellow, Cluster has 1 induced DEG; Bright blue, Cluster includes >1 reduced DEG in; Light blue, Cluster includes 1 reduced DEG; White, No DEG ortholog identified; Gray, ortholog not identified.

Supplementary Table S1 **Analysis of differentially regulated genes**.

Supplementary Table S2 **A list of Jatropha AP2/ERF transcription factors**.

Supplementary Table S3 **Real-time PCR primer information**.

Supplementary Table S4 **Analysis of waterlogging transcriptome from Jatropha, Arabidopsis, gray poplar, and rice**.

Supplementary Table S5 **Comparative analysis of waterlogging transcriptome**.

How the deposited data were processed for this re-analysis (not part of the article)

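RNA-seq libraries of Jatropha roots were compared between 24 h of waterlogging (2 libraries) and 24 h of non-stress (2 libraries). The authors trimmed the reads, mapped them with TMAP and counted them per gene model with HTSeq, and deposited the raw counts of 57437 gene models. The authors' deposited comparison gives a log2 fold change, a likelihood ratio, a p-value with its false discovery rate and CPM values over the TMM-scaled library sizes (a normalized signal) for 17410 genes. The deposited annotation also holds a score per gene model, which was not used. The submitters' processing notes name HTSeq and edgeR, with versions not given in the sources used here. Whether counting used strand, and how reads matching several places were treated, is not given in the sources used here, so overlapping genes and near-identical copies could share reads. The gene length in the deposited table equals end minus start of the model in all 57437 models, introns included. The annotation marks coding regions and their exons, and in 49431 models the summed exon length is a multiple of 3.

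From the counts, the comparison was computed with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest, two-sided) on the gene models with at least 1 CPM in at least 2 libraries, with TMM scaling, no covariate and a Benjamini-Hochberg adjusted p under 0.05. This filter kept the same 17410 genes as the authors' table. Standard errors of log2 fold changes were derived from the F statistic. limma 3.58.1 and DESeq2 1.42.0 were used for alternatives, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 for summaries and figures. The test was tested on simulated data with 200 changed genes with a mean count over 20. The square root of the common dispersion (the biological coefficient of variation) was 0.536.

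The summed counts ranged from 1204502 to 6110438 per library. A group whose libraries both had no read was compared with a floor of 3 counts per library, which covers counting error only. With 2 libraries against 2, the smallest two-sided p of a permutation test is 0.333, so p-values of single genes come from the model fitted across all genes.

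The alternatives set before the data were examined were other scalings (RLE, upper quartile, total library size), other filters (none, filterByExpr, a mean count of at least 10), other tests (likelihood ratio test, DESeq2, limma voom), thinning to the smallest library total (equal depth), a replicate block, each library left out, other thresholds and, for the correlations and distances, other scales and gene sets. A fit with 1 library in a treatment assumes that this library varies like those of the other treatment. Equal depth rests on a single random thinning, which also lowers the power of the test.

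Named genes were chosen by a rule fixed before the counts were seen, when the values in the paper's tables had been seen. They are the genes that the paper names with an ID, every AP2/ERF gene of Table S2 past the threshold, up to 4 described genes past the threshold in each of 22 lists of Mercator bins, and, by ID, the 2 genes with the highest and the 2 with the lowest fitted log2 fold changes past the threshold. Genes named in addition that did not pass were chosen after their values were seen. The copies of the supplementary tables used here hold 665 rows of Table S1 with Mercator bins and, with JcERFVII-1, 130 AP2/ERF genes of the 133 the paper identified, so no enrichment was tested on them. The RefSeq table used matched 0 of the gene IDs, so gene descriptions are best matches to other species from Table S1. Of the lists not described beside a sentence, none of 3 genes of the TCA cycle and mitochondrial electron transport, 13 ribosomal protein genes, 7 photosynthesis genes (markers of green tissue) and 5 genes of sucrose and starch metabolism passed the quasi-likelihood test (0, 1, 0 and 1 at an unadjusted p under 0.05; by DESeq2 none), and the ethylene list had 0 members. Of the 15 receptor kinase and 11 biotic stress genes, 5 and 2 passed at an unadjusted p under 0.05.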

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

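4 gene models that the paper does not discuss passed the threshold with no read in either library of one treatment. They were picked by fitted log2 fold changes, which rest on those zero counts, and other called genes changed by more than the bounds given here. Jcr4S00105.140 was at least 79.7-fold higher and Jcr4S00478.30 at least 39.0-fold higher in waterlogging, and Jcr4S03322.10 was at least 37.6-fold lower and Jcr4S00208.210 at least 23.6-fold lower, each against a floor of 3 counts per library. Without non-stress replicate 1 or 2 the bounds were 47.9 or 237, 23.5 or 116, 58.7 or 16.5, and 22.8 or 24.5 in this order, and for Jcr4S00105.140 without waterlogging replicate 1 or 2 they were 120 or 39.6. The rows of the supplementary tables at hand do not describe these IDs. The calls of the 2 that rose were lost without either non-stress library (adjusted p from 0.109 to 0.113, edgeR quasi-likelihood test), and that of Jcr4S00208.210 was lost at equal depth (0.062).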

How the results depend on the processing

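With 2 libraries per treatment, the number of genes called depended on the test, the depth and the libraries used, and the causes were not tested. Against 760 genes called (427 higher, 333 lower), the likelihood ratio test called 1994 (886, 1108), DESeq2 1660 (844, 816), no filter on low counts 1963 (966, 997), equal depth 314 (211, 103) and an adjusted p under 0.01 204 (136, 68). Leaving out one library gave 0 to 2186 genes, 0 to 949 higher and 0 to 1237 lower, with 0 without non-stress replicate 1 or non-stress replicate 2. At an unadjusted p under 0.05 these 2 fits gave 2926 and 1823 genes. The other scalings and filters, limma voom, a log2 fold change of at least 1 and the removal of models under 300 bp moved no count by more than 1.5 times, but with total library size 45.5% of the calls were higher, in place of 56.2%. All 760 genes were also called without a filter, and 744 by the likelihood ratio test, 756 by DESeq2, 651 by limma voom and 305 at equal depth.

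For the AP2/ERF genes (11 higher, 1 lower), 17 were higher and 2 lower by the likelihood ratio test and without a filter, 17 were higher when adjusted over the list alone, 2 were lower with limma voom, and 6 were higher and 0 lower at equal depth and at an adjusted p under 0.01. Leaving out one library gave 0 to 16 higher and 0 to 3 lower. In the rows of Table S1 at hand (16 higher, 6 lower), the likelihood ratio test gave 29 and 25 and DESeq2 33 and 18. For non-stress, r was 0.874 on the log2(CPM + 1) scale and 0.873 by ranks. The mean distance over all genes was 1.77 between and 1.29 within treatments, and over 500 genes at equal depth it was 4.88 between and 3.58 within treatments. Of 44 named genes, no log2 fold change of a called gene changed its sign. At equal depth 21 of them no longer passed, and without non-stress replicate 1 or non-stress replicate 2 none of the 40 that could be tested passed, 36 of which had passed with all libraries. The replicate numbers are shared between treatments, but the deviations of same-numbered libraries correlated with r = 0.0867, and 2 pairs are too few to tell whether a number marks a shared batch. The paper names 2 growing seasons, which the sources used here do not assign to libraries. With the replicate number as a block, 1684 genes were called (802 higher, 882 lower), with 17 AP2/ERF genes higher and 2 lower. The shallowest library limits the detection of low transcripts, since 3 counts in it correspond to 2.27 CPM.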

Differences from the paper's values

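The paper reports 1968 DEGs, of which 931 were up-regulated and 1037 were down-regulated, where the quasi-likelihood test of edgeR gave 760, 427 and 333 at the same threshold. Of the alternatives set before the data were examined, the likelihood ratio test with tagwise dispersion, which is the paper's stated method (1994, 886 and 1108), DESeq2 (1660, 844 and 816), the replicate block (1684, 802 and 882), no filter (1963, 966 and 997) and the fit without waterlogging replicate 2 (2186, 949 and 1237) came within 1.5 times of the paper's counts, and the fit without waterlogging replicate 1 did so for the genes higher in waterlogging (641). The other scalings and filters, limma voom, equal depth, the stricter thresholds and the fits without a non-stress library did not. All 760 genes were among the paper's DEGs in the authors' deposited table, and 1579 of the 1994 genes of the likelihood ratio test were.

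The paper counts 21 ERFs among the up-regulated transcription factors, where 11 AP2/ERF genes were called higher in the rows of Table S2 at hand. The likelihood ratio test, no filter, the replicate block and adjustment over the list alone gave 17, and DESeq2 and leaving out waterlogging replicate 2 gave 16, each within 1.5 times of the paper's count. The other scalings and filters, limma voom, equal depth, the stricter thresholds and the fits without another library did not. In the authors' deposited table, 18 of these genes are higher and 3 lower at their threshold. The paper states that JcERFX-6 was induced, whereas its adjusted p was 0.112 here, with a log2 fold change of 4.24 (1.54 without waterlogging replicate 1, 5.06 without waterlogging replicate 2 and 3.49 without non-stress replicate 2, and without non-stress replicate 1 no non-stress read is left). The likelihood ratio test (0.0202), no filter and the replicate block called it. So did the fit without waterlogging replicate 2, which has only 1 waterlogging library and takes its spread from the non-stress libraries.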

Other observations

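Chosen only after the result was seen were the 3 tests of the replicate difference of ERF genes, the test of chance for neighbouring genes, the alternatives for short gene models, their test of scaling, the split by coding length, and the interval of the difference between neighbours on the same and on opposite strands.

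Short gene models were mostly called higher: of 48 calls among 1246 short models, 85.4% were higher in waterlogging (41 against 7, odds ratio 4.95 against other models, adjusted p = 7.54e-05, two-sided Fisher's exact test over 5 kinds of model, where genes are not independent replicates). In 10000 lists of other models matched on mean expression the share was 52.2% at the median with a central 95% from 35.7% to 68.4%, which argues against low counts that hide falls. 3 of the 41 models (7.32%) had a neighbour within 1 kb on the same strand that was also higher. Adjacent models on the same strand less than 1 kb apart formed only 660 pairs among the 17410 models tested. Few models could thus have such a neighbour, so this share cannot decide whether short models are fragments of induced genes. Without scaling factors, 80.4% of the calls of short models were higher against 43.3% of the others (p = 8.86e-07, Fisher's exact test). A scaling factor shifts the log2 fold changes of short and other models alike, so this contrast could hardly change. The shares therefore decide nothing on the scaling. A dependence of the fold change on transcript length may remain, since 1.85% of the short models are as long as the shortest other model, and the share of higher calls fell from 75.0% at a coding length of 300 to 400 bp to 45.0% from 2000 bp on. Over the alternatives, higher calls outnumbered lower ones in each that made calls (28 against 3 at equal depth, 102 against 47 by the likelihood ratio test, 45 against 10 and 51 against 35 without waterlogging replicate 1 and 2), and without either non-stress library there were 0.

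The 6 group IX and X ERF genes called higher had more CPM in waterlogging replicate 1 than in replicate 2, with a median log2 ratio of 2.31 and a range of 0.56 to 3.85. Over all 427 genes called higher the median was 0.34 with a central 95% from -1.28 to 4.23, and 57 of them reached the median of the ERF genes, so a stronger response of the whole replicate 1 stays open. Thinned to equal depth the ERF median was 2.06, which decides nothing on sequencing depth, since thinning keeps the expected ratio. The log2 ratios of replicate 1 over 2 in non-stress and waterlogging had r = -0.007 across genes called higher, but only 1 of the 6 ERF genes had at least 3 reads in both non-stress libraries, so a difference shared by the libraries numbered 1 stays open for them. Both libraries have one condition, so no biological explanation was tested.

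Adjacent gene models on the same strand less than 1 kb apart changed together. The log2 fold changes of 660 such pairs had r = 0.266, against 0.010 for 1210 pairs on opposite strands, and 0 of 10000 shuffles gave an r as large (p = 0.0001, the smallest they can give). Without models annotated short, partial or pseudo, r was 0.1516 (95% bootstrap interval 0.036 to 0.267) in 357 pairs, against 0.027 in 1015 pairs on opposite strands, a difference of 0.125 that exceeds the bound of 0.1 set beforehand for arguing against one transcript counted in 2 gene models, but not by more than its spread (-0.012 to 0.253). One transcript counted in 2 gene models could therefore not be excluded, and cannot be told apart from shared regulation of neighbours or tandem copies.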
